# Timing of *Smarcb1* and *Nf2* inactivation determines schwannoma versus rhabdoid tumor development

**DOI:** 10.1038/s41467-017-00346-5

**Published:** 2017-08-21

**Authors:** Jeremie Vitte, Fuying Gao, Giovanni Coppola, Alexander R. Judkins, Marco Giovannini

## Abstract

Germline mutations of the *SMARCB1* gene predispose to two distinct tumor syndromes: rhabdoid tumor predisposition syndrome, with malignant pediatric tumors mostly developing in brain and kidney, and familial schwannomatosis, with adulthood benign tumors involving cranial and peripheral nerves. The mechanisms by which *SMARCB1* germline mutations predispose to rhabdoid tumors versus schwannomas are still unknown. Here, to understand the origin of these two types of *SMARCB1*-associated tumors, we generated different tissue- and developmental stage-specific conditional knockout mice carrying *Smarcb1* and/or *Nf2* deletion. *Smarcb1* loss in early neural crest was necessary to initiate tumorigenesis in the cranial nerves and meninges with typical histological features and molecular profiles of human rhabdoid tumors. By inducing *Smarcb1* loss at later developmental stage in the Schwann cell lineage, in addition to biallelic *Nf2* gene inactivation, we generated the first mouse model developing schwannomas with the same underlying gene mutations found in schwannomatosis patients.

## Abstract (web summary)

*SMARCB1* mutations predispose to rhabdoid tumors and schwannomas but the mechanisms underlying the tumor type specificity are unknown. Here the authors present new mouse models and show that early *Smarcb1* loss causes rhabdoid tumors whereas loss at later stages combined with *Nf2* gene inactivation causes shwannomas.

## Introduction

Germline alterations of *SMARCB1* gene predispose to two different inherited tumor syndromes: rhabdoid tumor predisposition syndrome (MIM 609322)^1^ and familial schwannomatosis (MIM 162091)^2^. The first genetic evidence of the role of *SMARCB1* as a tumor suppressor was the identification of its biallelic mutations as the cause of most cases of malignant rhabdoid tumors (RTs)^3, 4^, a highly aggressive pediatric cancer that usually occurs in the brain (named atypical teratoid rhabdoid tumor: AT/RT), kidneys and soft tissues in the first years of life. Heterozygous *SMARCB1* mutations are the basis of the rhabdoid tumor predisposition syndrome^3, 5^. More recently, *SMARCB1* has been identified as a predisposing gene in familial schwannomatosis^6^, a condition characterized by the onset of multiple spinal, peripheral, and cranial-nerve schwannomas during adulthood in the absence of vestibular schwannomas^7^. Five percent of schwannomatosis patients also develop cranial or spinal meningiomas^8^. *SMARCB1* germline mutations have been found in 45% of familial probands and 7% of sporadic schwannomatosis patients^9^. Although the exact molecular pathogenetic mechanisms in these schwannomas remain to be elucidated, a 4-hit/3-step mechanism involving *SMARCB1* and *NF2* genes seems to underlie development of these benign tumors in schwannomatosis patients^10^. Germline mutations in *LZTR1*, a gene closely linked to *NF2* and *SMARCB1* on chromosome 22, have recently been identified in a significant proportion of schwannomatosis patients lacking *SMARCB1* germline mutations. Similar to *SMARCB1*-related schwannomas, different additional somatic mutations in *NF2* were identified in schwannomas from these patients, thus supporting the 4-hit/3-step hypothesis^11^. This mechanism reinstates the crucial role of biallelic *NF2* loss in schwannoma genesis and of developmental risk periods for *SMARCB1* and *NF2* mutations to occur. In contrast, a single case of double *SMARCB1/NF2* inactivation was found in RTs^12^. Recent analysis of a larger series confirmed *SMARCB1* as the primary tumor suppressor gene involved in the development of rhabdoid tumors with no recurrent additional oncogenic canonical pathway mutations identified^13^. This raises challenging questions about the molecular mechanisms by which germline mutations in the same gene predispose to early aggressive RTs versus late-onset benign PNS tumors. Analysis of the *SMARCB1* gene mutation spectrum points to genotype-phenotype correlations, with germline rhabdoid tumor mutations being more centrally placed in the coding sequence, involving multiple exons and truncating mutations of the *SMARCB1* gene. Conversely, schwannomatosis mutations are mostly non truncating mutations and located in hot spots at both 5′ and 3′ end of the *SMARCB1* gene^14^. However, families with RTs or multiple epitheloid schwannomas sharing the same *SMARCB1* mutation have also been described^15–17^. A link between schwannoma and RT has also been suggested by the histological analysis of a series of aggressive PNS tumors revealing rhabdoid features^18–20^, and sporadic case reports of RTs emanating from cranial nerves^21–23^.

Altogether, these observations raise the question of whether the two types of *SMARCB1*-deficient tumors arise from common or different progenitor cells. In mice, the specific deletion of the *Nf2* gene in P0 permissive cells targets the cells of origin of schwannomas in cranial nerves, peripheral nerves, and nerve roots^24, 25^. Although different hypotheses have been suggested, the cell of origin of RTs remains unclear. Different studies using histological and molecular markers or mouse models suggested that RTs could arise from the mesenchymal lineage^26^, neural progenitor cells^27^, neural crest stem cells^28–31^, stem cells^32^, germ and/or embryonic stem cells^33^. The homozygous inactivation of *Smarcb1* in mice leads to peri-implantation lethality and heterozygous mice develop RTs at low penetrance (15–30%)^29, 31, 34^. In two different *Smarcb1* ^*+/−*^ mouse models, RTs developed predominantly in the soft tissues of the head and neck^29, 34^. In another *Smarcb1* ^*+/−*^ model, 30% of the mice developed intra-cranial tumors and 27% in the spinal cord around the dorsal ganglia or spinal nerves that were classified as undifferentiated sarcomas with variable rhabdoid features^31^. All three types of *Smarcb1* ^*+/−*^ mice presented an extended time window for tumor onset with the earlier appearance at 3–4 months of age and median onset at 11–12 months of age, depending on the model^29, 31, 34^. Conditional *Smarcb1* inactivation in all tissues except the brain led to 100% of mice developing T-cell lymphoma with 13% of mice developing RTs with a median latency of 11 weeks after induction, demonstrating that inactivation of the second *Smarcb1* allele is rate limiting RT development in *Smarcb1* ^*+/−*^ mice^35^.

To investigate the role of *Smarcb1* loss in PNS tumorigenesis, we conditionally inactivated *Smarcb1* in neural crest (NC) and Schwann cell (SC) lineages. We report that tumors arising from neural crest cells (NCCs) have histological and molecular characteristics of human RTs, providing novel clues to their cellular origin. Finally, we show that biallelic inactivation of *Smarcb1* and *Nf2* in SCs results in benign schwannoma, and not in RT, thus re-emphasizing the necessary and sufficient role of *NF2* loss in SC tumorigenesis, in both neurofibromatosis type 2 (NF2) and schwannomatosis, and the existence of a critical developmental risk period for *SMARCB1*-deficient RTs to occur.

## Results

### *Smarcb1* loss in early NC promotes RT development

We tested the hypothesis that *Smarcb1* inactivation in NCCs and in the SC lineage is sufficient to initiate schwannoma development in the mouse. Fifty percent of mice (3/6) carrying a germline *Smarcb1* deleted allele (*Smarcb1* ^*del/+*^) developed tumors with rhabdoid features occurring over a wide age range (2–17 months of age). This observation is in line with the tumor phenotype described in other mouse models of *Smarcb1* inactivation^29, 31, 34^. Tumors were located in the brain (emergence of trigeminal nerve), spinal nerve roots and on the cheek and did not present histological features of schwannoma. To circumvent the early lethality of *Smarcb1* ^−/−^ mutants and malignant tumors found in *Smarcb1* ^*del/+*^ mice, we used a conditional floxed *Smarcb1* allele (*Smarcb1* ^*flox*^)^36^. To define the temporal window of susceptibility to *Smarcb1* loss, we used different promoters to induce Cre-mediated *Smarcb1* deletion at different stages of SC development. To specifically direct *Cre* recombinase expression to the NCCs at E9.5 and SC lineage we chose the promoter of the protein zero (P0) gene, which efficiently targets schwannoma precursor cells^24, 25^. *P0-CreC;Smarcb1* ^*flox/flox*^ mice, harboring a homozygous deletion of *Smarcb1*, were viable and obtained at the expected Mendelian ratio (21.6 vs. 25%, non-statistically significant difference, Fig. 1a).

**Fig. 1:**
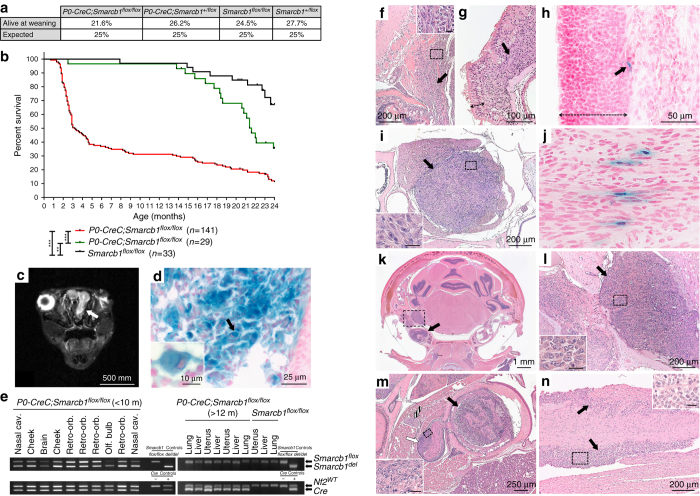
*P0-CreC;Smarcb1* ^*flox/flox*^ mice develop RTs in NC-derived tissues. **a** Genotype distribution of mice at 3 weeks of age (*n* = 282) born from crossings of *P0-CreC;Smarcb1* ^*flox/+*^ and *Smarcb1* ^*flox/flox*^ mice. **b** Kaplan–Meier curve representing the percent survival of *P0-CreC;Smarcb1* ^*flox/flox*^ (*n* = 141, median survival = 3.2 months), *P0-CreC;Smarcb1* ^*flox/+*^ (*n* = 29, median survival = 21.6 months) and *Smarcb1* ^*flox/flox*^ (*n* = 33, median survival > 24 months) mice versus age in months. **c** T2-weighted MR image identifying a tumor mass in the nasal cavities of a *P0-CreC;Smarcb1* ^*flox/flox*^ mouse (*arrow*). **d** X-gal staining of a tumor from *P0-CreC;Smarcb1* ^*flox/flox*^;*ACZL* mice demonstrating activation of the beta-galactosidase reporter gene *ACZL* (*blue* staining) thus attesting for *Smarcb1* deletion throughout the tumor and in rhabdoid cells (*arrow and inset*). **e** *Smarcb1* ^*del*^ allele is detected in all the tumors from young *P0-CreC;Smarcb1* ^*flox/flox*^ mice (< 10 months of age). Long-term *P0-CreC;Smarcb1* ^*flox/flox*^ survivor mice (Supplementary Fig. 2c) develop liver, lung, and uterus tumors, with no deletion of *Smarcb1* similar to control littermates (*Smarcb1* ^*flox/flox*^). These tumors are part of the normal tumor spectrum of aging FVB/N mice^24^. **f**, **g** *P0-CreC;Smarcb1* ^*flox/flox*^ mice develop tumors along the olfactory nerve (*arrow*), close to the olfactory bulb (**f**) or in the nasal cavity below the olfactory epithelium (*double arrow*, **g**). **h** X-gal staining of the nasal cavity of a *P0-CreC;AZCL* mouse showing specific *Cre* recombinase expression in SCs of the olfactory nerve (*arrow*) below the olfactory epithelium layer (*double arrow*). **i** Tumor of the trigeminal nerve (transversal section). **j** X-gal staining of the trigeminal nerve of a *P0-CreC;AZCL* mouse showing specific *Cre* recombinase expression in SCs (arrows). **k** Tumor of the vestibulocochlear nerve (*dashed square*) invading the cochlea (*arrow*). Note that the contralateral side is not affected. **l** Detail of the vestibulocochlear nerve tumor shown in **k**. **m** Tumors in the eye (*black arrow*), optic nerve (*white arrow*), and oculomotor nerve (*striped arrow*) of a *P0-CreC;Smarcb1* ^*flox/flox*^ mouse. **n** Tumors in the spinal nerve roots (*arrows*, longitudinal section). *Insets* in **f**, **i**, **l**, **m** and **n** represent a higher magnification of the *dashed square area* (*insets scale bar* is 20 µm). **(*P* < 0.01) and ***(*P* < 0.001); log-rank (Mantel–Cox) test

*P0-CreC;Smarcb1* ^*flox/flox*^ mice presented with mild craniofacial abnormalities: orbit malformations and misshapen mandibles, with dental malocclusion eventually leading to outgrowing teeth. Few mice displayed bloated intestines with histological analysis revealing emaciated intestine wall associated with a reduced number of villi. About 65% of *P0-CreC;Smarcb1* ^*flox/flox*^ mice developed tumors between 1.5 and 5 months of age with an overall median survival of 3.2 months (Fig. 1b). These mice developed aggressive cranial nerve tumors: olfactory (91%, Fig. 1c, f, g), trigeminal (51%, Fig. 1i), oculomotor and optic (37%, Fig. 1m), or vestibulocochlear (14%, Fig. 1k, l) nerves were the most affected. Tumors were also found in the meninges with variable extent of brain invasion (14%, Fig. 2a, b), in spinal nerve roots (3%, Fig. 1n) and occasionally in the eye (Fig. 1m), with 62.5% (15/24) of the mice displaying multiple tumors at dissection. In all mice presenting with a head tilt and/or spinning behavior, unilateral tumors of the vestibular nerve ganglion and/or invasion of the inner ear were found (Fig. 1k, l). Use of the *P0-CreB* transgenic mice, which express Cre recombinase at E9.5, similarly to *P0-CreC*, but in a larger number of cells^25^, resulted in a more severe phenotype with a lower percentage of viable *P0-CreB;Smarcb1* ^*flox/flox*^ mice (1.4 vs. 25% expected, *P* < 0.0001, Supplementary Fig. 1a). Nasal cavity or retro-orbital tumors, with the same histological features than *P0-CreC;Smarcb1* ^*flox/flox*^ tumors were found in 62.5% of *P0-CreB;Smarcb1* ^*flox/flox*^ mice between 1.2 and 2 months of age (Supplementary Fig. 1b). Tumor location in *P0-CreC;Smarcb1* ^*flox/flox*^ mice correlated with the expression pattern of the *P0-CreC* transgene (Supplementary Fig. 2a). X-gal staining of olfactory epithelium (Fig. 1h) and trigeminal nerve (Fig. 1j) in *P0-CreC;ACZL* mice^25^ demonstrated the presence of Cre activity in few cells that are likely the cells of origin of tumors in *P0-CreC;Smarcb1* ^*flox/flox*^ mice. Tumors developed by *P0-CreC;Smarcb1* ^*flox/flox*^;*ACZL* mice before 10 months of age displayed a blue X-gal staining, demonstrating the Cre recombinase activity and *Smarcb1* deletion, including in rhabdoid cells (Fig. 1d). The presence of the *Smarcb1* deleted allele in all tumors from symptomatic *P0-CreC;Smarcb1* ^*flox/flox*^ mice was confirmed by PCR analysis (Fig. 1e). Despite expression of the *Cre* recombinase and detection of the *Smarcb1* deleted allele, tumors were not found in kidneys, gonads and in brachial, saphenous and sciatic nerves of *P0-CreC*;*Smarcb1* ^*flox/+*^ and *P0-CreC;Smarcb1* ^*flox/flox*^ mice (Supplementary Fig. 2a, b). This finding can be explained either by the fact that *Cre* in *P0-CreC* and *P0-CreB* mice is not expressed in the cell of origin of kidney RTs, or is not expressed during the specific temporal window of vulnerability to RT development. No pathological alteration was found in nerves (cranial, phrenic, saphenous, sciatic nerves, and brachial plexus), DRGs and brain in long-term *P0-CreC;Smarcb1* ^*flox/flox*^ survivor mice (up to 24 months of age).

**Fig. 2:**
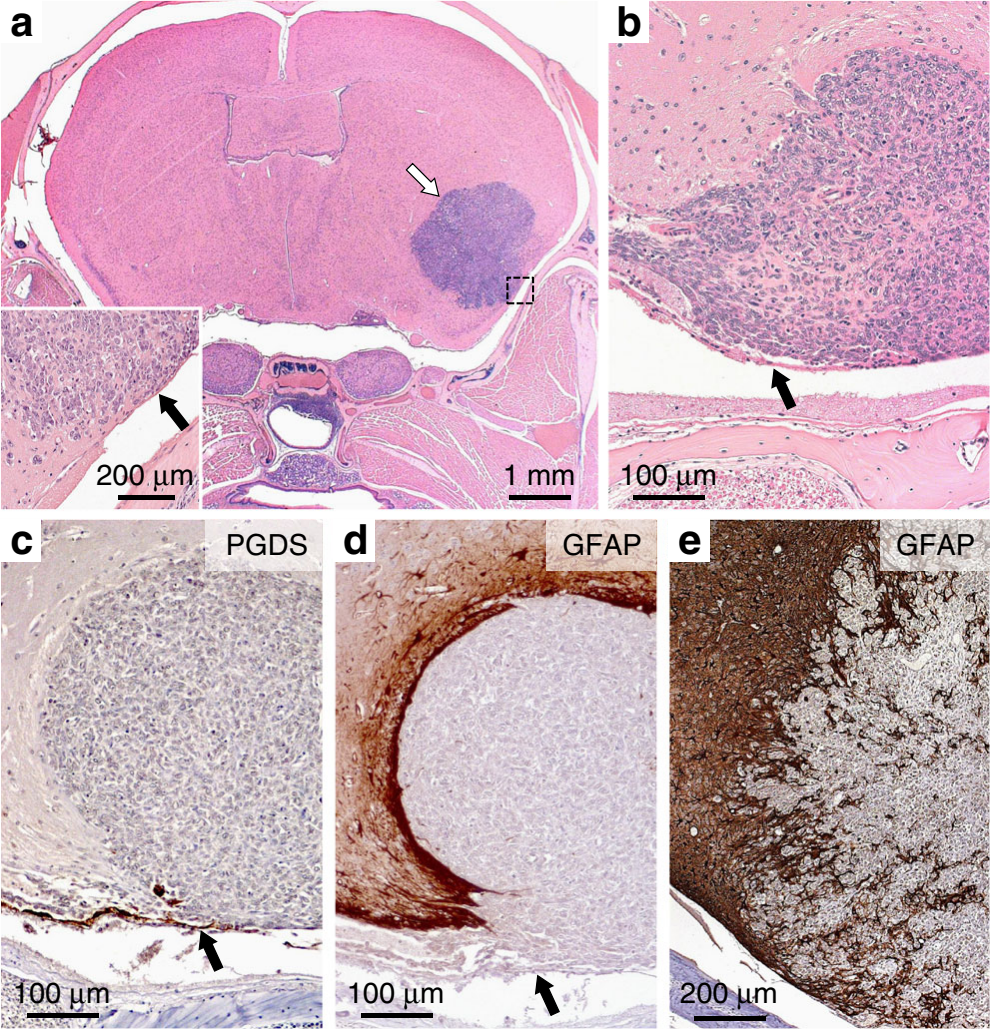
*P0-CreC;Smarcb1* ^*flox/flox*^ mice develop RTs in the meninges. **a** Supratentorial tumors (*white arrow*) were found predominantly located in the subarachnoid space (*black arrow, inset*) with extension into the brain parenchyma. *Inset* represents a higher magnification of the *dashed square area*. **b** Detail of a tumor originating from the meninges. The *arrow* shows the arachnoid cell layer. **c** No PGDS staining was found in the tumor as opposed to the arachnoid cell layer (*arrow*). **d**, **e** The GFAP staining demonstrated the different degree (**d**, non-invasive; **e**, irregular tumor brain interface consistent with infiltration) of invasiveness of the tumors in the brain tissue

### *P0-CreC;Smarcb1*^*flox/flox*^ tumors display human RT features

Tumors of *P0-CreC;Smarcb1* ^*flox/flox*^ mice displayed a histologic spectrum ranging from a primitive neuroectodermal (Fig. 3a), to a mesenchymal (Fig. 3b) or rhabdoid pattern (Fig. 3c). No epithelial differentiation was observed. Most tumor cells exhibited atypical large nuclei with vesicular chromatin, irregular and thick membrane, and prominent nucleoli (Fig. 3b *inset*). Some of these cells showed an eccentric nucleus associated with a prominent eosinophilic cytoplasmic inclusion (Fig. 3c and *inset*) or cytoplasmic vacuolar degeneration (Fig. 3d and *inset*), typical histological features encountered in human AT/RTs^37^. Rhabdoid features or scattered rhabdoid cells were found in all analyzed tumors, and in 30% of these, nests of rhabdoid cells were present (Fig. 3c). Bi-nucleated and giant multinucleated cells were also found in some tumors. Tumors displayed different patterns depending on their size at the time of dissection. Larger tumors typically presented more rhabdoid features than smaller tumors. All the tumors examined demonstrated loss of SMARCB1 nuclear expression by immunohistochemical staining (Fig. 3e). However, similar to human RTs^38^, infiltrating inflammatory and endothelial cells retained SMARCB1 staining (Fig. 3e). The tumors behaved in an aggressive manner, displaying rapid growth, moderate to high cellularity and abundant mitotic figures with high percentages of Ki-67-positive cells (50.7 ± 3.7% in neuroectodermal and 33.4 ± 3.9% in mesenchymal histological subtypes) (Fig. 3f). Larger tumors frequently showed areas of necrosis. Some tumors were contained within the boundaries of the tissue of origin, such as the epineurium of the trigeminal nerve (Fig. 1i), while other tumors, such as those extending in the cochlea from the vestibulocochlear nerve, were more invasive, (Fig. 1k, l). Supratentorial rhabdoid tumors were found predominantly located in the subarachnoid space with extension into the brain parenchyma (Fig. 2a, b). These tumors displayed well-demarcated smooth borders with adjacent tissues and reactive gliosis confirmed with GFAP staining in adjacent tissues to the tumor (Fig. 2d). In some cases, individual tumor cells were invading the brain parenchyma (Fig. 2e). The location of these tumors suggested that they originated outside of the brain parenchyma and developed from the cranial NC-derived meningeal progenitor cells^39^. The absence of PGDS staining (Fig. 2c), an arachnoid cell marker expressed postnatally in the NC-derived meninges, substantiates the hypothesis that meningeal RTs originate from early NC-derived progenitor cells, before differentiation in PGDS-positive arachnoid cells^39^.

**Fig. 3:**
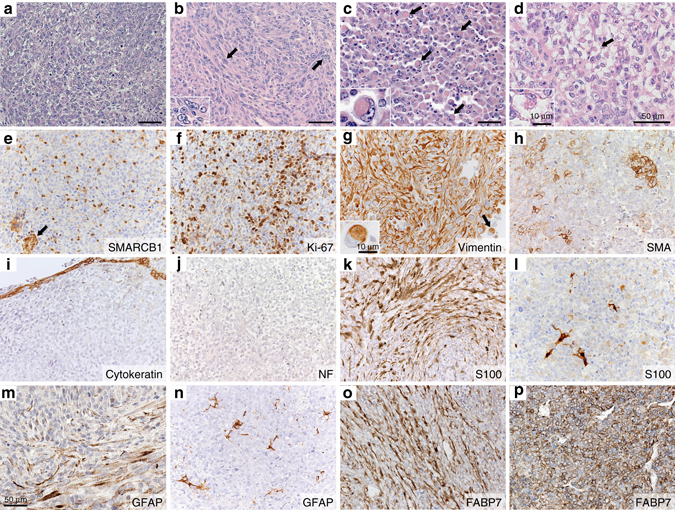
RTs of *P0-CreC;Smarcb1* ^*flox/flox*^ mice display typical histological and immunohistochemical staining features of human RTs. **a** Tumor presenting a primitive neuroectodermal pattern. **b** Tumor with mesenchymal pattern characterized by spindle-shaped cell component and nuclei showing vesicular chromatin staining pattern with prominent nucleoli (*arrows and inset*). **c** Nest of classic rhabdoid cells with eccentrically placed nuclei, vesicular chromatic staining and eosinophilic cytoplasm inclusion (*arrows and inset*). **d** Tumor demonstrating vacuolar cytoplasmic degeneration pattern (*arrow and inset*). **e** SMARCB1 staining shows loss of nuclear expression in tumor cells with retained expression in infiltrating inflammatory cells and intratumoral vasculature (*arrow*). **f** Ki-67 staining reveals high proliferative index. **g** Diffuse strong expression of vimentin in tumor tissue from *P0-CreC;Smarcb1* ^*flox/flox*^ mice. Note the staining of the cytoplasmic inclusions in rhabdoid cells (*arrow and inset*). **h** Foci of tumors cells show positive cytoplasmic staining for SMA. **i**, **j** No staining of cytokeratins **i** and neurofilament triplet proteins **j** were found in the tumors. **k** Strong S100 immunoreactivity in schwannoma from *P0-CreC;Nf2* ^*flox/flox*^ mice. **l** No S100 staining is present in the tumors cells of *P0-CreC;Smarcb1* ^*flox/flox*^ mice. Sparse positive cells are entrapped residual normal cells. **m** Moderate GFAP staining in *P0-CreC;Nf2* ^*flox/flox*^ schwannoma. **n** No GFAP staining is present in the tumors cells of *P0-CreC;Smarcb1* ^*flox/flox*^ mice. **o**, **p** Strong expression of FABP7, an early marker of SC precursors, in *P0-CreC;Nf2* ^*flox/flox*^ **o** and *P0-CreC;Smarcb1* ^*flox/flox*^ **p** tumors. *Scale bars*: 50 µm for main pictures and 10 µm for *insets*

Because of their heterogeneous histologic features, RTs usually show a broad spectrum of immunohistochemical reactivity^40^. With a remarkable similarity to human RTs^37^, tumors from *P0-CreC;Smarcb1* ^*flox/flox*^ mice typically showed a consistent expression of vimentin (Fig. 3g), a moderate to strong SMA staining (Fig. 3h), whereas staining for cytokeratin proteins or neurofilament triplet proteins, commonly found in foci of human AT/RTs, was not detected (Fig. 3i, j). Staining of S100 protein, a marker of schwannoma^41^, allowed to clearly distinguish the *P0-CreC;Smarcb1* ^*flox/flox*^ mouse tumors from schwannomas: unlike schwannomas from *P0-CreC;Nf2* ^*flox/flox*^ mice, which strongly and diffusely express S100 protein (Fig. 3k), tumor cells from *P0-CreC;Smarcb1* ^*flox/flox*^ mice showed no S100 protein by IHC (Fig. 3l). Modest GFAP expression was present in *P0-CreC;Nf2* ^*flox/flox*^ tumors (Fig. 3m) whereas *P0-CreC;Smarcb1* ^*flox/flox*^ tumors showed little GFAP expression in few reactive astrocytes (Fig. 3n). However, tumors from both *P0-CreC;Smarcb1* ^*flox/flox*^ and *P0-CreC;Nf2* ^*flox/flox*^ mice displayed a strong staining for FABP7 (Fatty Acid Binding Protein 7) (Fig. 3o, p), an early marker of SC precursors^42^. Altogether, *P0-CreC;Smarcb1* ^*flox/flox*^ mouse tumors displayed typical histological and immunohistochemical features of human RTs, clearly distinguishable from *Nf2*-deficient *P0-CreC;Nf2* ^*flox/flox*^ schwannomas (Fig. 3 and Supplementary Table 1)^37^.

### Molecular profiling classifies mouse RTs in three subgroups

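RNA from 12 rhabdoid tumors of P0-CreC;Smarcb1flox/flox mice, in which Cre recombinase removes Smarcb1 from early neural crest cells, was sequenced after removal of ribosomal RNA. The tumors came from the oculomotor nerve (4 tumors), the maxillary nerve (3 tumors), the meninges (3 tumors), the vestibulocochlear nerve (1 tumor) and the trigeminal nerve (1 tumor). The sample labels call the first of these locations retro-orbital and the second cheek. They were matched to the nerves of Fig. 4a by the equal numbers of tumors and by the anatomy. The authors aligned the reads to the mm10 genome with STAR, kept uniquely mapped reads, counted read fragments on RefSeq genes with HTSeq, and deposited 1 value per gene and tumor in RPKM (reads per kilobase of transcript, scaled to the reads of the tumor). Of the genes listed, 1447 were at 0 in every tumor. Low RPKM values were whole multiples of a smallest step, from which the total that each tumor's values were scaled to was recovered. This total ranged from 27084402 to 57128422 fragments (median 35314172) in the oculomotor tumors, from 13206168 to 32624865 (median 28346152) in the maxillary tumors and from 17800557 to 27513289 (median 26299840) in the meninges tumors. It was 28411473 in the vestibulocochlear tumor and 21173008 in the trigeminal tumor. The paper gives the depth in reads per sample, and the RPKM values rest on these fragment totals. The 10 genes with the highest RPKM made up between 13.6% and 22.0% of a tumor's summed RPKM. Between 12575 and 14528 genes per tumor reached 1 RPKM. RPKM values are not counts, so comparisons used limma or permutation tests on log2(RPKM + 1), a scale that understates the change of genes with low values. The labels name no sequencing batch, and the paper states that all samples were run as a single pool. The 2 tumors with the most similar profiles were maxillary tumors 2 and 3. Over 2105 genes, the chi-square of their fragment numbers was 24.9 per degree of freedom, well above sampling noise, and they were kept as separate tumors. The molecular subgroup of each tumor is given neither in the labels nor in the text. The location bar of Fig. 4a places the vestibulocochlear and trigeminal tumors in mRT-Tyr and leaves 54 possible assignments of the other tumors, and statements about subgroups were computed under all 54.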

To address the relevance of the *P0-CreC;Smarcb1* ^*flox/flox*^ mouse tumors as models of the human condition, we profiled 12 representative RTs by whole-genome RNA sequencing. 

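The 5000 genes with the largest standard deviation of log2(RPKM + 1) over the 12 tumors were clustered by average linkage on 1 minus Pearson's r, a distance and linkage chosen for the re-analysis. The closest tumors were maxillary tumors 2 and 3, at a distance of 0.036. The next pair, meninges tumor 3 and the trigeminal tumor, joined at 0.146. The last merge joined all 12 tumors at 0.382, and the 2 merges before it lay at 0.345 and 0.321. When the tree was cut into 3 clusters, they held 6, 5 and 1 tumors. The cluster of 5 contained the vestibulocochlear tumor, the trigeminal tumor, meninges tumors 1 and 3 and maxillary tumor 1. The cluster of 6 contained oculomotor tumors 1, 2 and 4, maxillary tumors 2 and 3 and meninges tumor 2, and oculomotor tumor 3 stood alone. Set beside the location bar of Fig. 4a under the best matching of clusters to subgroups, 10 of the 12 tumors fell in a cell that both tables share. The same clusters laid on the tumors at random shared 8.0 tumors on average over 10000 draws, so this measure starts from a high base. Using the 1000 most variable genes instead gave clusters of 6, 3 and 3 tumors and 11 shared tumors, while 10000 genes gave clusters of 8, 3 and 1 and 9 shared tumors. From the branches of its own tree, the paper distinguishes 3 molecular subgroups.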

Unsupervised hierarchical clustering of the top 5000 most variable transcripts in *P0-CreC;Smarcb1* ^*flox/flox*^ RTs identified three molecular subgroups (Supplementary Fig. 3a). Based on the maximum cophenetic correlation score (non-negative matrix factorization (NMF) method), the optimal number of clusters was estimated to be two or three (Supplementary Fig. 3b, c). 

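Non-negative matrix factorization with the Brunet algorithm, run 10 times for each rank on the 5000 most variable genes of the 12 tumors, gave a cophenetic correlation of 0.982 at rank 2 (SD 0.016 over 10 repeats with other random starts). It was 0.991 at rank 3 (SD 0.015) and 0.985 at rank 4 (SD 0.011). The differences between these ranks were within the spread between repeats. The rule for stopping a run was set for the re-analysis and not varied, and this spread may depend on it. Rank 5 reached 0.991, the highest value of ranks 2 to 10 by less than that spread, and rank 6 the lowest, 0.909. With the 1000 most variable genes, the correlation was 0.998 at rank 2, 0.981 at rank 3 and 0.922 at rank 4. The paper takes the ranks with the maximum of this score as the optimal numbers of clusters.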

Across species unsupervised cluster analysis of the top 5000 most variable transcripts in *P0-CreC;Smarcb1* ^*flox/flox*^ and human RTs from Johann et al., showed that mouse tumors distributed among the three recently identified human AT/RT molecular subgroups^43^, independent of their anatomical origin (Fig. 4a). 

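Among the mouse tumors, the 10 from locations with at least 3 tumors allowed a test of anatomical origin. The human tumors were not analysed here. The mean distance (1 minus Pearson's r over the 5000 most variable genes) was larger between locations than within them by 0.055. This difference did not pass 0.05 (exact permutation test over 4200 labellings, p = 0.062). The test treats the 10 tumors as independent, although maxillary tumor 1 and meninges tumor 1 share the first part of the tumor identifier, as do maxillary tumors 2 and 3, and whether such tumors come from the same animal is not stated. With maxillary tumor 3 left out, it fell to 0.022 (exact permutation test, p = 0.178), and with oculomotor tumor 3 left out, it rose to 0.088 (exact permutation test, p = 0.032). It was 0.078 without maxillary tumor 1 (exact permutation test, p = 0.035) and 0.037 without meninges tumor 1 (exact permutation test, p = 0.144), so the result depends on single tumors. Per gene, limma's F test on log2(RPKM + 1) over the 14745 genes with at least 1 RPKM in at least 3 of the 10 tumors found 6 genes with an adjusted p under 0.05 (Benjamini-Hochberg). Of 100 splits of the same tumors into groups of 4, 3 and 3, the real one included, 8 gave at least 6 genes. The median of the other splits was 0 genes. The number was thus above that of most arbitrary groups but within their range. In 4 of the genes, all tumors of 1 location lay above all tumors of both others. Mab21l2 (chromosome 3, 86545581 to 86548629, GRCm38) had 41.2 ± 7.0 RPKM in the maxillary tumors (SD, n = 3), 1.3 ± 0.8 in the oculomotor tumors (SD, n = 4) and 2.9 ± 2.4 in the meninges tumors (SD, n = 3), with an adjusted p of 0.011 from limma. Irs4 (chromosome X, 141710998 to 141725263) was also highest in the maxillary tumors, at 16.3 ± 7.1 RPKM (SD, n = 3) against 0.03 ± 0.02 in the oculomotor tumors (SD, n = 4). Hoxd10 (chromosome 2, 74691924 to 74695105) reached 9.7 ± 4.5 RPKM in the meninges tumors (SD, n = 3) and at most 0.40 RPKM in any oculomotor or maxillary tumor. Hoxd11 (chromosome 2, 74679557 to 74687016) reached 5.2 ± 2.0 RPKM in the meninges tumors (SD, n = 3) and at most 0.32 in those of the other locations. With a pseudocount of 0.1, chosen after seeing the data, limma's adjusted p rose to 0.064 for Hoxd10 and 0.112 for Hoxd11. It stayed under 0.05 for Mab21l2 (0.027) and Irs4 (0.026). The limma fit makes the same assumption of independent tumors. The number of genes was unstable, ranging from 0 to 198 over the 10 fits that each left out 1 tumor, with 198 without maxillary tumor 1 and 0 without meninges tumor 1, maxillary tumor 2 or maxillary tumor 3. The paper reports that the mouse tumors fell into the subgroups of Fig. 4a regardless of their anatomical origin.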

Thus, tumors from *P0-CreC;Smarcb1* ^*flox/flox*^ mice recapitulate the molecular diversity of human AT/RTs. According to their inclusion in different human AT/RT clusters, we attributed similar molecular subgroups to the *P0-CreC;Smarcb1* ^*flox/flox*^ RTs (mRT-Myc, mRT-Shh or mRT-Tyr). In a unsupervised cluster analysis of gene expression profiles from *P0-CreC;Smarcb1* ^*flox/flox*^, *Rosa26-Cre* ^*ERT2*^ *;Smarcb1* ^*flox/flox*^ ^30^ and *hGFAP-Cre;Smarcb1* ^*flox/flox*^ *;Trp53* ^*flox/flox*^ ^44^ RT mouse models, tumors segregated based on molecular subgroups rather than on the model of origin, demonstrating their molecular analogy (Fig. 4b). We conducted Weighted Gene Co-expression Network Analysis (WGCNA), a systems biology approach used to identify networks of co-expressed genes in relation to phenotypic data, using the R package. WGCNA allowed identification, within the highest positively correlated module with each molecular subgroup, of several representative marker genes that were significantly and consistently overexpressed in both human and mouse RT molecular subgroups (Fig. 4c). 

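Trpm3 lies on chromosome 19 from 22139046 to 22995410 (GRCm38). It had 22.29 RPKM in the vestibulocochlear tumor and 2.36 RPKM in the trigeminal tumor (no replicates of either location), the tumors that Fig. 4a places in mRT-Tyr. None of the 4 oculomotor tumors is mRT-Tyr, and their Trpm3 was 0.54 ± 0.65 RPKM (SD, n = 4), with a highest value of 1.50. Between these 2 and these 4 tumors, limma gave a log2 fold change of 2.60 on the log2(RPKM + 1) scale (standard error 0.79, adjusted p = 0.53), and subgroup and location cannot be told apart in this comparison. No gene passed an adjusted p of 0.05 in that fit, over 14648 genes, but the number depends on 1 tumor. Oculomotor tumor 3 and the trigeminal tumor, on opposite sides of the comparison, carry the same first part of the tumor identifier, and whether they come from the same animal is not stated, and the fit treats them as independent. Without oculomotor tumor 3, limma gave 22 genes. Without the trigeminal tumor, 1 tumor is left on the mRT-Tyr side, so no number of genes is drawn from that fit. Trpm3 was 1.21 ± 1.70 RPKM in the maxillary tumors (SD, n = 3) and 3.59 ± 4.55 RPKM in the meninges tumors (SD, n = 3). Its values rested on 40 to 6789 fragments per tumor. Under all 54 assignments of the tumors that Fig. 4a allows, mRT-Tyr had the highest mean of the 3 subgroups. The vestibulocochlear tumor, which had the highest value of all tumors, is in mRT-Tyr in every assignment. It may largely set this result, which was not repeated without it. The difference of mRT-Tyr from the other tumors lay between 0.56 and 2.06 on the log2 scale, with an exact permutation p from 0.0025 to 0.52, and it was under 0.05 in 12 of the 54. With the median of the tumors in place of the mean, mRT-Tyr was highest in 48 of the 54. From its own subgroups, the paper reports Trpm3 as a gene of mRT-Tyr.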

Specifically, *TRPM3* (Transient Receptor Potential cation channel subfamily M member 3), a membrane channel that can promote renal cell tumors^45^, was found consistently overexpressed in the human hTYR and mouse mRT-Tyr molecular subgroups (Fig. 4c). 

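Hdgfrp3 ranged from 0.92 RPKM in the vestibulocochlear tumor to 9.05 RPKM in maxillary tumor 2, with 5.21 ± 1.73 RPKM in the oculomotor tumors (SD, n = 4), 6.06 ± 3.74 in the maxillary tumors (SD, n = 3) and 3.36 ± 1.46 in the meninges tumors (SD, n = 3). These values rested on 153 to 2039 fragments per tumor. The files' symbol Hdgfrp3 is not in the annotation used here (GENCODE M21), so no position is given. Under the 54 assignments of tumors to subgroups that Fig. 4a allows, mRT-Shh had the highest of the 3 means in 36. The difference between mRT-Shh and the other tumors ran from -0.05 to 1.08 on the log2(RPKM + 1) scale, and the exact permutation p from 0.0061 to 0.97. Loxl4 (chromosome 19, 42593982 to 42612813, GRCm38) was highest in meninges tumor 2, at 7.99 RPKM, followed by oculomotor tumor 4 at 4.60 and oculomotor tumor 3 at 2.92. The lowest value, 0.30 RPKM, was that of the vestibulocochlear tumor. For Loxl4, mRT-Myc had the highest mean in 33 of the 54 assignments, with differences from -0.70 to 1.70 and an exact permutation p from 0.0045 to 0.95. With quantile normalization, chosen after seeing the data, the number rose from 36 to 40 for Hdgfrp3, and with the median in place of the mean it rose from 33 to 37 for Loxl4. Which of these assignments is the paper's is not known from the files. The counts weigh all 54 equally, including those that place maxillary tumors 2 and 3, the most similar pair, in different subgroups. They are therefore not the chance that a marker holds in the paper's subgroups. From its own subgroups, the paper names Hdgfrp3 for SHH and Loxl4 for MYC.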

*HDGFRP3* (Hepatoma-Derived Growth Factor, Related Protein 3), which plays an essential role in hepatocellular carcinoma pathogenesis^46^ and *LOXL4* (Lysyl Oxidase Like 4), which promotes proliferation and metastasis of gastric cancer^47^, were consistently overexpressed in mouse and human SHH and MYC molecular subgroups, respectively (Fig. 4c). *TYR*, *MYCN*, and *HOTAIR*, marker genes of the three human subgroups^43^ showed a similar trend of overexpression in the respective mouse RT subgroups, albeit not statistically significant likely due to the small number of mouse tumors analyzed (Fig. 4c).

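In the 12 mouse tumors, Tyr (chromosome 7, 87424771 to 87493512, GRCm38) was between 0 and 0.21 RPKM, which is 0 to 19 fragments per tumor, with a median of 2.5 fragments. The value was 0 in 5 tumors. At this gene's length, 3 fragments correspond to between 0.016 and 0.069 RPKM depending on the tumor, so differences in Tyr between most tumors were not detectable at this depth. Hotair (chromosome 15, 102944062 to 102947730), a long non-coding RNA, was between 0 and 0.57 RPKM, or 0 to 36 fragments with a median of 2.5. Mycn (chromosome 12, 12936093 to 12941914) was between 0.07 and 2.45 RPKM, or 4 to 262 fragments, and only oculomotor tumor 4 reached 1 RPKM. Under the 54 assignments that Fig. 4a allows, the subgroup of the marker had the highest of the 3 means in 13 for Tyr (mRT-Tyr), 27 for Mycn (mRT-Shh) and 6 for Hotair (mRT-Myc). All 54 are weighed equally, including those that place the most similar pair, maxillary tumors 2 and 3, in different subgroups. The exact permutation p was at least 0.31 for Tyr and at least 0.24 for Hotair in every assignment, and for Mycn it ran from 0.0061 to 0.98. These numbers moved with the summary, and with the median of the tumors in place of the mean they were 27 for Tyr, 48 for Mycn and 15 for Hotair. With quantile normalization, chosen after seeing the data, they were 0 for Tyr, 34 for Mycn and 0 for Hotair. The paper names the small number of mouse tumors as the likely reason for the absence of significance.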

**Fig. 4:**
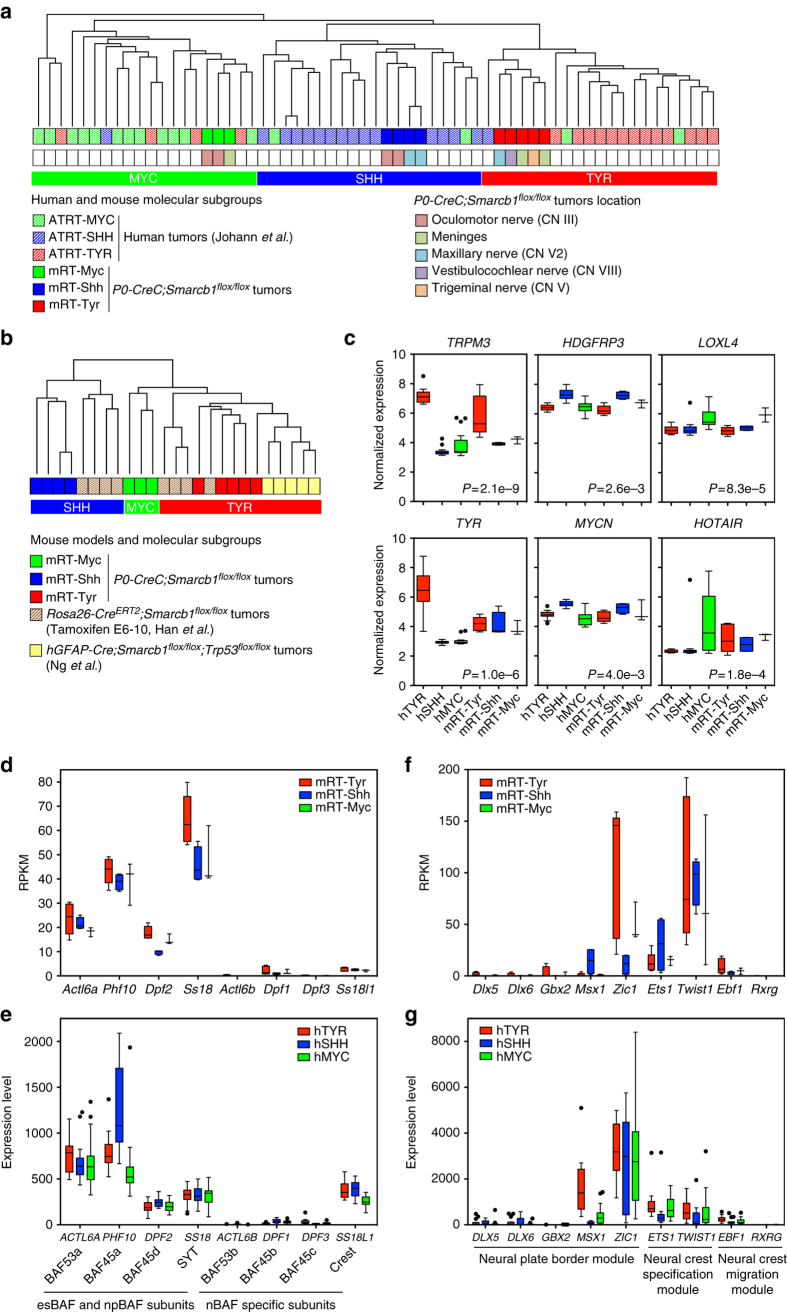
Molecular profiling of RTs from *P0-CreC;Smarcb1* ^*flox/flox*^ mice. **a** Unsupervised hierarchical clustering of gene expression profiles from 12 *P0-CreC;Smarcb1* ^*flox/flox*^ mouse tumors and 49 human AT/RTs^43^ using the 5,000 most variable transcripts. The *P0-CreC;Smarcb1* ^*flox/flox*^ tumors distributed among the three human AT/RT molecular subgroups. Information about tumor molecular subgroups and anatomical location is displayed in the lower bars. **b** Unsupervised hierarchical clustering of gene expression profiles from 12 *P0-CreC;Smarcb1* ^*flox/flox*^ mouse tumors, eight tumors from the tamoxifen inducible *Rosa26-Cre* ^*ERT2*^ *;Smarcb1* ^*flox/flox*^ mouse model^30^ and five tumors from the *hGFAP-Cre;Smarcb1* ^*flox/flox*^ *;Trp53* ^*flox/flox*^ mouse model^44^ using the 5,000 most differentially expressed genes. Information about tumor molecular subgroups is displayed in the lower bars. **c** Normalized expression level of representative genes for both of the three human AT/RT molecular subgroups: hTYR (*n* = 16), hSHH (*n* = 16), and hMYC (*n* = 17) and the three *P0-CreC;Smarcb1* ^*flox/flox*^ RT molecular subgroups: mRT-Tyr (*n* = 5), mRT-Shh (*n* = 4) and mRT-Myc (*n* = 3). On the basis of the cluster analysis in (**a**), we respectively named hMYC, hSHH and hTYR the three tumor subgroups including human tumors from the MYC, SHH and TYR molecular subgroups ^43^. The *P*-value indicates the statistical significance of gene enrichment within their respective WGCNA module for each respective molecular subgroup. **d**–**g** Gene expression levels of specific SWI/SNF complex subunits (**d**, **e**) and NC developmental markers (**f**, **g**) in the three molecular subgroups of *P0-CreC;Smarcb1* ^*flox/flox*^ RTs (**d**, **f**) and human AT/RTs (**e**, **g**). **d**, **f** RNA-Seq data are expressed in RPKM (Reads Per Kilobase of transcript per Million mapped reads). **e**, **g** graphs of microarray gene-expression intensity from dataset GSE70678. **c**–**g** RNA-Seq and microarray gene expression levels are shown using Tukey boxplots: the *central lines* represent the median, *boxes* (interquartile range or IQR) represent 50% of data ranging from the 25 to 75% quantile, *whiskers* represent extremes up to 1.5-fold box size, *circles* show outliers

As in human AT/RTs^48^, *Smarcb1* deficiency in all *P0-CreC;Smarcb1* ^*flox/flox*^ RT subgroups was correlated with an increased expression of the polycomb gene *Ezh2* (Supplementary Fig. 4a, b), a key driver of oncogenesis^49^. Analysis of molecular pathways in *P0-CreC;Smarcb1* ^*flox/flox*^ RTs by western blot showed increased phosphorylation of Akt, S6, and 4E-BP1, consistent with activation of the mTOR/Akt pathway, similar to schwannomas in *P0-CreC;Nf2* ^*flox/flox*^ mice (Supplementary Fig. 4c). Cell cycle proteins (CDK4, CDK6, cyclin D1, p16) were overexpressed in all *P0-CreC;Smarcb1* ^*flox/flox*^ tumors and phosphorylation of the retinoblastoma protein was found in 3 out of 5 RTs (Supplementary Fig. 4c). Activation of these pathways has been reported in human RTs^50^.

### Early NC molecular signature in *Smarcb1*-deficient RTs

To explore the effect of *Smarcb1* deficiency on the SWI/SNF complex in *P0-CreC;Smarcb1* ^*flox/flox*^ mouse RTs, we analyzed the expression of the different complex subunits using the RNA-Seq gene expression data. 

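All 4 genes were above 8 RPKM in every one of the 12 tumors. Ss18 (chromosome 18, 14624198 to 14682914, GRCm38) had 54.0 ± 12.8 RPKM (SD, n = 12) and Phf10 (chromosome 17, 14945009 to 14961273) had 40.8 ± 5.7 RPKM (SD, n = 12). Actl6a (chromosome 3, 32706298 to 32726973) had 21.6 ± 4.7 RPKM (SD, n = 12), and Dpf2 (chromosome 19, 5896516 to 5913010) had 14.4 ± 4.1 RPKM (SD, n = 12), with the lowest single value of the 4 genes, 8.51. Each value rested on at least 377 fragments. Within each tumor, Ss18 was above at least 92.7% of all genes in the files and Dpf2 above at least 70.7%. Since each tumor was above this level, the statement does not depend on how the tumors are assigned to subgroups. The paper reads these values as expression of the subunits of the esBAF and npBAF complexes in all subgroups.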

High expression of *Actl6a* (BAF53a), *Phf10* (BAF45a), *Dpf2* (BAF45d), and *Ss18* (SYT) genes, encoding subunits found in the pluripotent embryonic stem cell (esBAF) and in the multipotent neural progenitor (npBAF) complexes^51^ was found in RTs of all three molecular subgroups (Fig. 4d). 

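The mean of log2(RPKM + 0.1) over Actl6a, Phf10, Dpf2 and Ss18 exceeded that over Actl6b, Dpf1, Dpf3 and Ss18l1 by 5.48 ± 0.43 (SD, n = 12), and in all 12 tumors (sign-flip permutation test, p = 0.00054). With a pseudocount of 1 in place of 0.1, the difference was 4.00. Both sets of genes were taken from Fig. 4d, which shows these same 12 tumors, so the test gives no independent support. The files hold no normal tissue, so whether other tissues share this difference was not tested. Actl6b (chromosome 5, 137553517 to 137569582, GRCm38) was at 0 in 6 tumors and at most 0.58 RPKM, or 16 fragments. Dpf3 (chromosome 12, 83213745 to 83487716) was at most 0.39 RPKM, or 40 fragments. Dpf1 (chromosome 7, 29303951 to 29318243) was between 0.51 and 4.40 RPKM and reached 1 RPKM in 7 tumors. Ss18l1 (chromosome 2, 180042509 to 180070201) was between 1.72 and 3.58 RPKM, from 108 to 894 fragments, and reached 1 RPKM in all 12 tumors. In every tumor the lowest of the esBAF and npBAF genes was above the highest of the nBAF genes. The paper treats these levels as absence of expression.

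**Figure D1:**
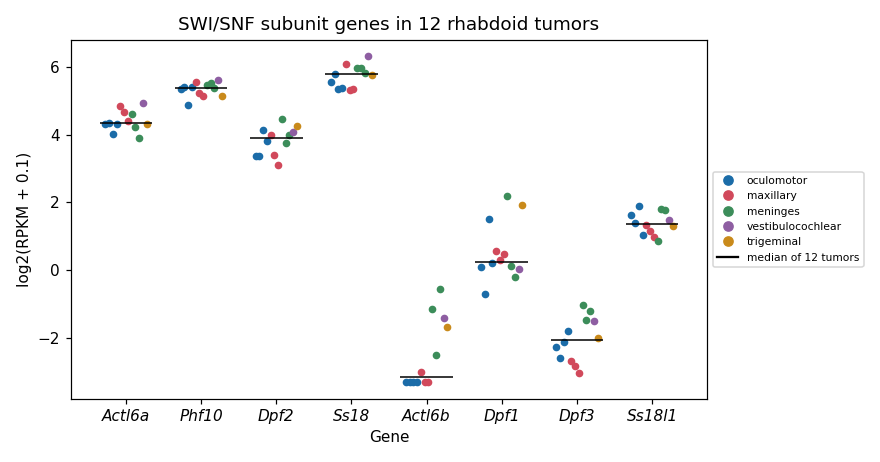
RPKM of 8 SWI/SNF subunit genes in the 12 tumors, on a log2(RPKM + 0.1) axis. Each point is 1 tumor, coloured by location, and the line is the median of the 12 tumors. The points of Actl6a, Phf10, Dpf2 and Ss18 all lie above those of Actl6b, Dpf1, Dpf3 and Ss18l1.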

In contrast, mouse RTs did not express *Actl6b* (BAF43b), *Dpf1* (BAF45b), *Dpf3* (BAF45c) and *Ss18l1* (CREST) genes, encoding subunits exclusively found in the postmitotic neural BAF complex (nBAF) (Fig. 4d). These results, except for *SS18L1* (CREST), were consistent with subunit gene expression in the series of human AT/RTs from Johann *et al*. (Fig. 4e) and demonstrated that the residual SWI/SNF complex in *Smarcb1*-deficient RTs is characteristic of undifferentiated progenitor cells^51^, pointing to an early developmental cell population of origin for RTs. 

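In the mouse tumors, the genes of these modules differed widely in level. Of the neural plate border genes, Zic1 (chromosome 9, 91358058 to 91365810, GRCm38) was at or above 1 RPKM in 11 of the 12 tumors, with a median of 39.0 and a range from 0.51 to 158.8 RPKM. Msx1 (chromosome 5, 37820485 to 37824583) reached 1 RPKM in 7 tumors and 25.7 RPKM at most. Dlx5, Dlx6 and Gbx2 each reached 1 RPKM in 3 tumors, with highest values of 4.34, 3.88 and 12.2 RPKM and medians of 0.38, 0.22 and 0.29. Of the neural crest specification genes, Twist1 (chromosome 12, 33957671 to 33959829) was between 10.9 and 192.2 RPKM and Ets1 (chromosome 9, 32636221 to 32757820) between 3.1 and 55.8 RPKM, and both reached 1 RPKM in all 12 tumors. Of the migration genes shown beside them, Ebf1 was between 1.48 and 19.3 RPKM in all 12 tumors, while Rxrg was at most 0.45 RPKM, or 49 fragments, and reached 1 RPKM in none. At a threshold of 5 RPKM, the number of tumors was 11 for Zic1, 12 for Twist1, 10 for Ets1, 4 for Ebf1, 3 for Msx1, 2 for Gbx2 and 0 for Dlx5 and Dlx6. The files hold no normal tissue, so these values have no comparison group. The paper reports robust expression of genes of the neural plate border and neural crest specification modules. It takes the retained early markers as strong backing for its hypothesis of an early neural crest cell of origin.

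**Figure D2:**
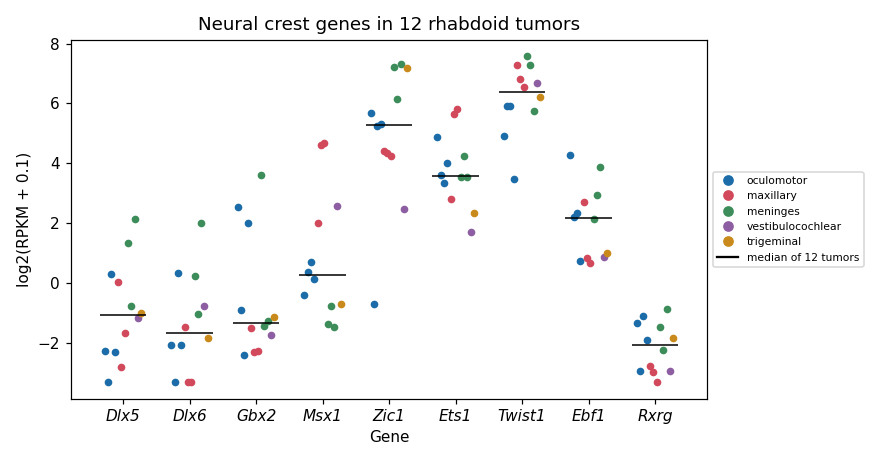
RPKM of 9 neural crest genes in the 12 tumors, on a log2(RPKM + 0.1) axis. Each point is 1 tumor, coloured by location, and the line is the median of the 12 tumors. Twist1, Zic1 and Ets1 have the highest medians and Rxrg the lowest.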

Analysis of gene regulatory networks underlying formation of NCCs showed robust expression of genes exclusively expressed in the neural plate border and NC specification modules^52^ in both *P0-CreC;Smarcb1* ^*flox/flox*^ and human RT samples (Fig. 4f, g). The fact that human AT/RTs and RTs from *P0-CreC;Smarcb1* ^*flox/flox*^ mice retain specific marker genes of early NC formation, strongly corroborates the hypothesis of an early NCC as their cell of origin.

### SC differentiation suppresses *Smarcb1*-driven tumorigenicity

The existence of adult carriers of a *SMARCB1* mutation without RT in families presenting either RTs or schwannomas suggests the existence of a specific developmental time window during which RT progenitor cells are vulnerable to *SMARCB1* loss^15–17^. To assess if loss of *Smarcb1* at a later stage of development would induce tumorigenesis, we bred *Smarcb1* ^*flox*^ mice with *DHH-Cre* and *mGFAP-Cre* transgenic mice that express the Cre recombinase at later stages of SC development. *DHH-Cre* transgenic mice^53^ express Cre in SC precursors beginning at embryonic day E12.5^42^. *DHH-Cre;Smarcb1* ^*flox/flox*^ mice had an overall median survival of 3 weeks and displayed progressive hindlimb paralysis. The sciatic nerves were thinner and more transparent than in control littermates. Histological analysis demonstrated that loss of *Smarcb1* (Supplementary Fig. 5c, d) led to a lack of structure and organization of the nerve fibers (Supplementary Fig. 5a, b) with increased numbers of BrdU and Ki-67 positive cells (Supplementary Fig. 5e–h). No tumors were found in cranial nerves, peripheral nerves, or dorsal root ganglions (DRGs) of *DHH-Cre;Smarcb1* ^*flox/flox*^ mice during their short lifespan.

To target immature SCs, we generated *mGFAP-Cre;Smarcb1* ^*flox/flox*^ mice using the *mGFAP-Cre* transgenic mice that express the *Cre* recombinase under the promoter of the mouse *GFAP* gene^54^. This promoter targets immature SCs in the peripheral nervous system starting at E13.5^54^, postnatal astrocytes throughout the CNS and postnatal astroglial cells in the cerebellum^55^. X-gal staining of tissues from *mGFAP-Cre;ACZL* mice demonstrated expression of Cre recombinase in spinal nerve root SCs (Supplementary Fig. 6d), spinal cord and throughout the brain (Supplementary Fig. 6c). At three months of age, *mGFAP-Cre;Smarcb1* ^*flox/flox*^ and *mGFAP-Cre;Smarcb1* ^*del/flox*^ mice started developing cataracts, displayed progressive ataxia with loss of motor coordination and gait balance, eventually leading to loss of bodyweight and euthanasia. This neurological phenotype was similar to the one described at earlier age in *hGFAP-Cre;Smarcb1* ^*flox/flox*^ ^56^ and *hGFAP-Cre;Smarcb1* ^*flox/flox*^ *;Trp53* ^*flox/flox*^ ^44^ mice. The median survival of *mGFAP-Cre;Smarcb1* ^*flox/flox*^ and *mGFAP-Cre;Smarcb1* ^*del/flox*^ mice was 3.7 and 3.8 months of age (*P* = 0.74, non-statistically significant difference, Supplementary Fig. 6b), respectively. Histological analysis of the brain revealed atrophy of the cerebellum, but no tumors were found in the brain, cranial nerves or DRGs (Supplementary Fig. 6e, f). No change in cellularity was found in the DRGs of *mGFAP-Cre;Smarcb1* ^*flox/flox*^ mice compared with control littermates (Fig. 5a, b, g).

**Fig. 5:**
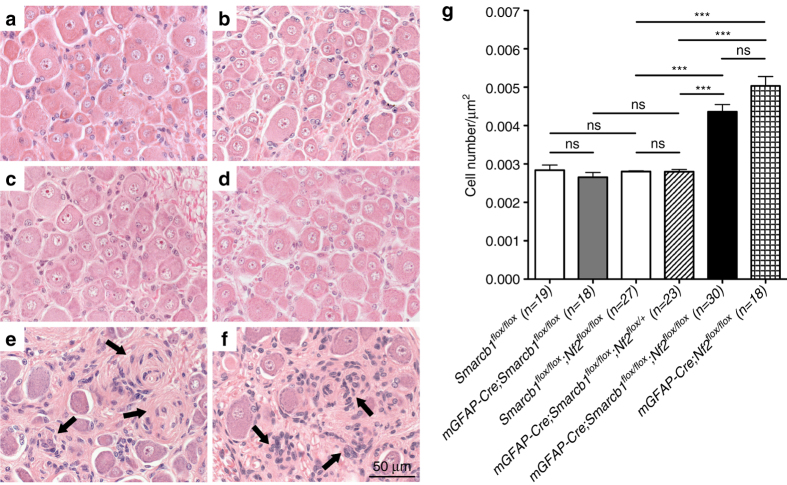
Biallelic loss of *Nf2* is necessary to induce schwannoma formation. **a**, **b** No difference in cellularity of DRGs from *mGFAP-Cre;Smarcb1* ^*flox/flox*^ mice (**b**) compared with *Smarcb1* ^*flox/flox*^ control mice (**a**). **c**–**f** The loss of one additional *Nf2* allele in *mGFAP-Cre;Smarcb1* ^*flox/flox*^ *;Nf2* ^*flox/+*^ mice does not impair the DRG cellularity (**d**) compared to *mGFAP-Cre;Smarcb1* ^*flox/flox*^ mice (**b**) or *Smarcb1* ^*flox/flox*^ *;Nf2* ^*flox/flox*^ control mice (**c**). The biallelic loss *Nf2* induced the formation of schwannoma tumorlets in *mGFAP-Cre;Smarcb1* ^*flox/flox*^ *;Nf2* ^*flox/flox*^ mice (**e**), similar to *mGFAP-Cre;Nf2* ^*flox/flox*^ mice (**f**). **g** Number of cells per DRG surface for each genotype. Data are represented as mean ± s.e.m.; *n* is the number of DRG analyzed per genotype, ns (not significant), ***(*P* < 0.001), two-tailed unpaired Student’s *t*-test

In conclusion, the observation that *DHH-Cre;Smarcb1* ^*flox/flox*^ and *mGFAP-Cre;Smarcb1* ^*flox/flox*^ mice did not develop RTs allowed us to narrow down to early NC development the time window for *Smarcb1* loss to promote malignant tumorigenesis.

### *Smarcb1 and Nf2* loss in SCs promotes schwannoma development

The observation of frequent somatic, tumor-specific *NF2* mutations, and the loss of the second *NF2* allele in schwannomas from patients with germline *SMARCB1* mutations^10, 57–59^ strongly suggest that the classical two-hit model of tumorigenesis does not pertain in the tumors of schwannomatosis patients, as it would require biallelic *SMARCB1* inactivation to be sufficient for tumor initiation or growth^7^. Thus, we tested the hypothesis that *NF2* loss is necessary for schwannoma formation in schwannomatosis patients with germline *SMARCB1* mutations.

To model the different steps leading to the double *SMARCB1*/*NF2* gene loss, we generated combinatorial *Smarcb1* and *Nf2* wild-type or mutant alleles, representative of the 4-hit/3-step model. *P0-CreC;Smarcb1* ^*flox/flox*^ *;Nf2* ^*flox/flox*^ mice were not viable, demonstrating that loss of both *Smarcb1* and *Nf2* during early development is lethal. However, in *mGFAP-Cre;Smarcb1* ^*flox/flox*^ *;Nf2* ^*flox/flox*^ mice, combination of *Smarcb1* and *Nf2* inactivation resulted in viable mice, with a median survival of 6.4 months of age. The statistically significant longer survival is due to the fact that these mice do not develop the rapidly growing RTs inevitably causing death in *P0-CreC;Smarcb1* ^*flox/flox*^ mice. Cre is expressed in the DRGs of *mGFAP-Cre* mice starting at E13.5^54^. The *mGFAP-Cre;Smarcb1* ^*flox/flox*^ *;Nf2* ^*flox/flox*^ mice developed tumorlets consisting of whorls of SCs in the DRGs (Fig. 5e). These DRG lesions are similar to those described in the *P0-CreC;Nf2* ^*flox/flox*^ ^25^ and *mGFAP-Cre;Nf2* ^*flox/flox*^ mice, and are reminiscent of the schwannoma tumorlets found in NF2 patients^60^, thus demonstrating the necessary role of *Nf2* loss for schwannoma formation. Schwannoma tumorlets in the DRGs of *mGFAP-Cre;Smarcb1* ^*flox/flox*^ *;Nf2* ^*flox/flox*^ mice were negative for SMARCB1 and merlin staining, about 60% were positive for S100 protein staining, and all were positive for GFAP and FABP7 (Fig. 6). The *mGFAP-Cre;Smarcb1* ^*flox/flox*^ *;Nf2* ^*flox/+*^ mice showed similar phenotype to *mGFAP-Cre; Smarcb1* ^*flox/flox*^ *;Nf2* ^*flox/flox*^ mice (cataracts, impaired motor coordination and gait balance), leading to a median survival of 7.1 months of age. Similarly to *mGFAP-Cre;Smarcb1* ^*flox/flox*^ mice, the decreased and altered mobility of *mGFAP-Cre;Smarcb1* ^*flox/flox*^ *;Nf2* ^*flox/flox*^ and *mGFAP-Cre;Smarcb1* ^*flox/flox*^ *;Nf2* ^*flox/+*^ mice led to bodyweight loss and euthanasia. Interestingly, no schwannoma tumorlets were found in the DRGs of *mGFAP-Cre;Smarcb1* ^*flox/flox*^ *;Nf2* ^*flox/+*^ mice, which contained similar cellularity as DRGs of *Smarcb1* ^*flox/flox*^ *;Nf2* ^*flox/flox*^ control mice (0.0028 vs. 0.0028 cells/µm^2^, *P* = 0.94) (Fig. 5c, d, g) and *mGFAP-Cre;Smarcb1* ^*flox/flox*^ mice (0.0028 vs. 0.0026 cells/µm^2^, *P* = 0.35) (Fig. 5b, d, g). However, DRGs of *mGFAP-Cre;Smarcb1* ^*flox/flox*^ *;Nf2* ^*flox/flox*^ mice showed a significantly increased cellularity compared to those of *mGFAP-Cre;Smarcb1* ^*flox/flox*^ *;Nf2* ^*flox/+*^ mice (0.0044 vs. 0.0028 cells/µm^2^, *P* = 0.0008) (Fig. 5d, e, g), thus demonstrating the crucial and necessary role of biallelic *Nf2* loss for schwannoma formation. Ki-67 staining identified the presence of few proliferating cells in the DRGs, including in the *mGFAP-Cre;Smarcb1* ^*flox/flox*^ *;Nf2* ^*flox/flox*^ and *mGFAP-Cre;Nf2* ^*flox/flox*^ schwannoma tumorlets (Fig. 6). Surprisingly, complete loss of *Smarcb1* in the *mGFAP-Cre;Smarcb1* ^*flox/flox*^ *;Nf2* ^*flox/flox*^ tumors did not result in increased cell proliferation compared to schwannoma tumorlets in DRGs from *mGFAP-Cre;Nf2* ^*flox/flox*^ mice (Fig. 5f, g). The very low percentage of proliferating cells in the DRGs of *mGFAP-Cre;Smarcb1* ^*flox/flox*^ *;Nf2* ^*flox/flox*^ mice reflects the benign nature of these tumors compared with malignant RTs in *P0-CreC;Smarcb1* ^*flox/flox*^ mice (Figs. 3, 5 and 6).

**Fig. 6:**
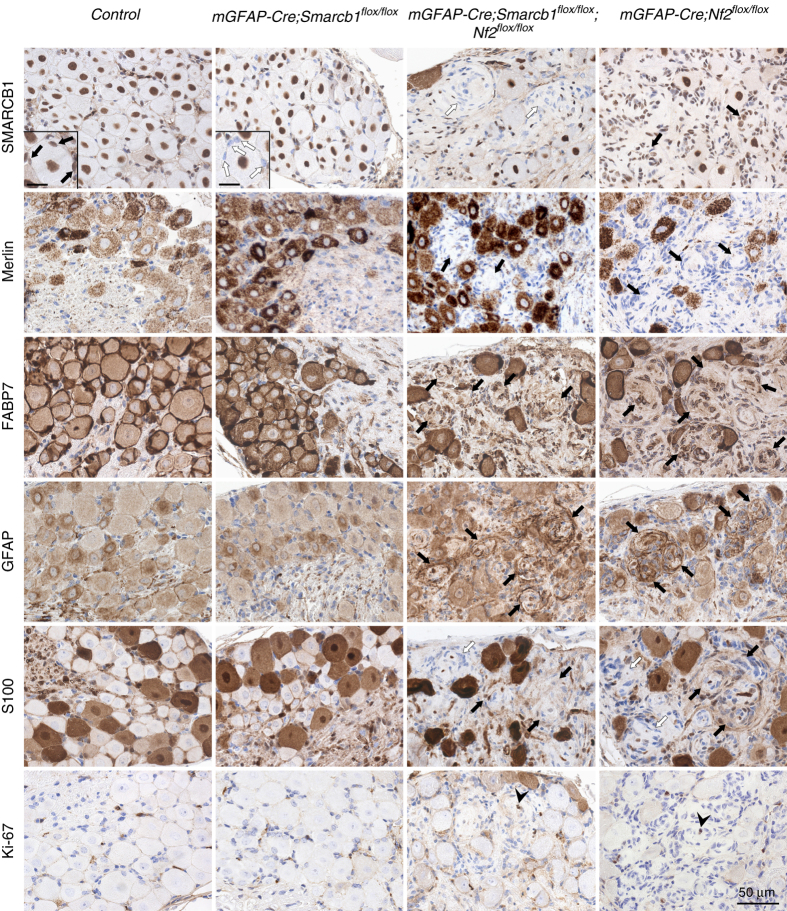
Histological characterization of DRGs and schwannoma tumorlets in control, *mGFAP-Cre;Smarcb1* ^*flox/flox*^, *mGFAP-Cre;Smarcb1* ^*flox/flox*^ *;Nf2* ^*flox/flox*^, and *mGFAP-Cre;Nf2* ^*flox/flox*^ mice. DRGs from *mGFAP-Cre;Smarcb1* ^*flox/flox*^ mice present loss of SMARCB1 nuclear staining (*white arrows*), but no tumorlets or increased Ki-67 immunopositive staining. Tumorlets in DRGs of *mGFAP-Cre;Smarcb1* ^*flox/flox*^ *;Nf2* ^*flox/flox*^ mice show loss of both SMARCB1 and merlin (*white and black arrows*), and tumorlets in DRGs of *mGFAP-Cre;Nf2* ^*flox/flox*^ mice show loss of merlin only (*black arrows*). Both tumorlets from *mGFAP-Cre;Smarcb1* ^*flox/flox*^ *;Nf2* ^*flox/flox*^ and *mGFAP-Cre;Nf2* ^*flox/flox*^ mice show strong positive staining for FABP7 and GFAP (*black arrows*). Tumorlets from these both genotypes are S100 positive (*black arrows*) or negative (*white arrows*). Ki-67 positive staining is found in tumorlets of both *mGFAP-Cre;Smarcb1* ^*flox/flox*^ *;Nf2* ^*flox/flox*^ and *mGFAP-Cre;Nf2* ^*flox/flox*^ mice (*arrowhead*). *Inset scale bar*: 15 µm

## Discussion

Patients with germline mutations of the *SMARCB1* gene are predisposed to develop RTs or schwannomas, two tumor types with dramatically different clinical features. However, the presence of aggressive PNS tumors with rhabdoid features suggests a link between the development of RTs and schwannomas^20^. We used the *P0-CreC* mouse line, known to express the Cre recombinase in NCCs, to target the precursors of the SC lineage and the schwannoma cells of origin^42^ (Fig. 7). The early onset and high penetrance of RTs in *P0-CreC;Smarcb1* ^*flox/flox*^ mice demonstrated that loss of *Smarcb1* in early NC (E9.5) is necessary for RT tumorigenesis (Fig. 7). This result is consistent with the high penetrance of AT/RTs in *Rosa26-CreERT2;Smarcb1* ^*flox/flox*^ mice injected with tamoxifen between E6 and E10^30^. Although the *Rosa26-CreERT2* model doesn’t target *Smarcb1* deletion in a specific cell type, expression profiling suggests that the cell of origin could be ectomesenchyme, a cephalic NCC-derived mesoderm or neural progenitors depending of the tumor subtype^30^. Inactivation of *Smarcb1* at later stages of SC development failed to initiate tumorigenesis in *DHH-Cre;Smarcb1* ^*flox/flox*^ and *mGFAP-Cre;Smarcb1* ^*flox/flox*^ mice suggesting that *Smarcb1* loss is not tumorigenic in the peripheral SC lineage or in the brain glial cells when the deletion is induced after E12.5 or E13.5, respectively (Fig. 7); or that the neurological deficits were lethal before the mice developed tumors. This result is consistent with other studies demonstrating that single loss of *Smarcb1* in *hGFAP*-positive neural precursors is not tumorigenic^44, 56^ and that additional loss of *Trp53* is required to induce AT/RT development in *hGFAP-Cre;Smarcb1* ^*flox/flox*^ *;Trp53* ^*flox/flox*^ mice^44^. The use of different Cre drivers allowed us to narrow down the temporal window during which *Smarcb1* loss is tumorigenic. The existence of a specific developmental time window could also explain the presence of RTs and schwannomatosis within a family sharing the same *SMARCB1* mutation^15–17^. The neurological deficits developed by *DHH-CreC;Smarcb1* ^*flox/flox*^, *mGFAP-Cre;Smarcb1* ^*flox/flox*^ and *mGFAP-Cre;Smarcb1* ^*del/flox*^ mice with late *Smarcb1* inactivation also point to a role of *Smarcb1* in nervous system development, which could underlie the neurological deficits found in the *SMARCB1*-related human Coffin–Siris syndrome^61^.

**Fig. 7:**
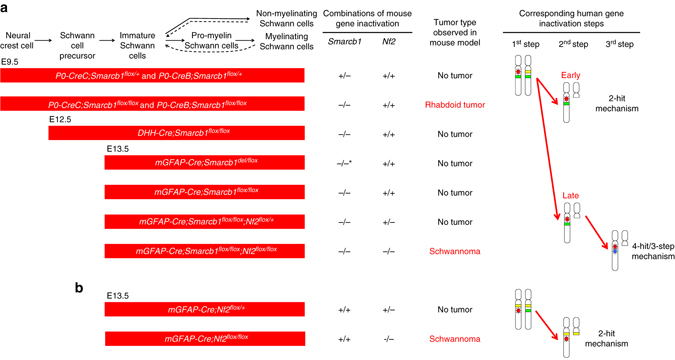
Proposed model of schwannoma versus RT initiation in the NC-derived SC lineage. Schematic illustration of the different combinations of mouse genotypes modeling different steps of the human 4-hit/3-step mechanism sequence and corresponding tumor phenotypes. **a** *Smarcb1* loss in early NC results in RT development in *P0-CreC;Smarcb1* ^*flox/flox*^ mice, but is not tumorigenic when occurring at later SC developmental stages (*DHH-Cre;Smarcb1* ^*flox/flox*^ and *mGFAP-Cre;Smarcb1* ^*flox/flox*^ mice). Thus, loss of *Smarcb1* does not contribute to schwannoma development in *mGFAP-Cre;Smarcb1* ^*flox/flox*^ *;Nf2* ^*flox/flox*^ mice where *Nf2* loss in the SC lineage is sufficient for tumor initiation, as **b** in *mGFAP-Cre;Nf2* ^*flox/flox*^ mice. *germline *Smarcb1* allele inactivation

The fact that most of the tumors were found in the head of *P0-CreC;Smarcb1* ^*flox/flox*^ mice is consistent with early *Cre* expression under the control of the P0 promoter in cranial NCCs and the prominent expression of *Smarcb1* between E8 and E11.5 during the embryonic development of the headfolds, neural folds and first brachial arch^34^. P0 was originally identified as a SC-specific myelin structural protein, but was more recently found expressed by migrating NCCs in the head of E10.5 mouse embryos^62^, as well as in the otic placode and migrating cranial NCCs of E10 rat embryos. After E11, P0 can be detected in the ophthalmic and submandibular branches of the trigeminal nerves, within the trigeminal ganglion and in the developing acoustic/facial nerves of rat embryos. The *P0-CreC* transgene used in this study is expressed in the head of mouse embryos as early as E9.5^25^. The presence of craniofacial abnormalities confirms the early inactivation of *Smarcb1* in the cranial NC, which is at the origin of multiple head structures such as bones and cartilages, SCs, olfactory ensheathing cells and meninges. The high frequency of tumors originating in the olfactory nerve is likely due to the fact that olfactory ensheathing cells, as opposed to the non-myelinating SCs of the trunk, do not down regulate P0 expression. Therefore, the promoter driving the *Cre* recombinase is continuously activated in the olfactory ensheathing cells of *P0-CreC;Smarcb1* ^*flox/flox*^ mice. Activity of the *P0-Cre* transgene has also been demonstrated in the enteric ganglia^63^, thus explaining the presence of bloated intestine resulting from defects of the enteric nervous system, which is derived from vagal and sacral NCCs. The presence of RTs in the subarachnoid space, in the rostral part of the cortex is consistent with the hypothesis that these tumors developed from the cranial NC-derived meningeal progenitor cells^39^. Although in patients AT/RTs are predominantly infratentorial, they can also develop in the supratentorial region of the brain with frequent connection to the ventricles^64^. Human RTs have also been described in the meninges^65^. The early NC origin of *P0-CreC;Smarcb1* ^*flox/flox*^ RTs is also supported by expression of early NC specification markers and SWI-SNF subunits characteristic of undifferentiated cells. Altogether, these results strongly support the hypothesis that both PNS and meningeal RTs originate from NCCs.

Tumors found in *P0-CreC;Smarcb1* ^*flox/flox*^ mice displayed histological features strikingly similar to human RTs, including aggressive growth, characteristic histological patterns and presence of rhabdoid cells^40^. The anatomical locations of RTs in *P0-CreC;Smarcb1* ^*flox/flox*^ mice have all been described in human RT patients: optic^22^, oculomotor^66^, trigeminal^21^, vestibulochochlear^23^ nerves, eye^67^, nasal cavities^68^, meninges^65^ and spine^69^. About 60% of *P0-CreC;Smarcb1* ^*flox/flox*^ mice displayed multiple tumors at the time of dissection, which is consistent with the occurrence of synchronous RTs in some patients with *SMARCB1* mutations^66^. Finally, molecular profiling showed that *P0-CreC;Smarcb1* ^*flox/flox*^ RTs represented the full spectrum of human AT/RT molecular subtypes^43^.

Although in *mGFAP-Cre;Smarcb1* ^*flox/flox*^ *;Nf2* ^*flox/flox*^ mice loss of *Smarcb1* and *Nf2* is synchronous and not sequential as postulated by the 4-hit/3-step model, this is the first tumor model reproducing the genetic profile of schwannomatosis-schwannomas with concomitant loss of both *Smarcb1* and *Nf2* genes, with schwannoma and no RT development (Fig. 7). The *mGFAP-Cre;Smarcb1* ^*flox/flox*^ *;Nf2* ^*flox/flox*^ mouse model demonstrates that biallelic loss of *Smarcb1* loss is dispensable and *Nf2* loss is necessary for schwannoma development^41^, as in *mGFAP-Cre;Nf2* ^*flox/flox*^ mice. This is consistent with the presence of *NF2* somatic mutations in the vast majority of schwannomas in schwannomatosis patients^10, 11^. Similar to schwannomatosis patients, loss of both *Smarcb1* and *Nf2* does not increase the malignancy of *mGFAP-Cre;Smarcb1* ^*flox/flox*^ *;Nf2* ^*flox/flox*^ tumors compared to *mGFAP-Cre;Nf2* ^*flox/flox*^ tumors with single *Nf2* loss. In contrast to NF2, schwannomas in schwannomatosis patients are typically distinctly painful, rather than manifesting with localized neurologic deficits^2^. Thus, *Smarcb1* inactivation could be responsible for the pain phenotype, as suggested by a report showing that loss of *Smarcb1* in adult mouse SC induces the expression of a secreted factor that in turn increases TRPV1 expression and thermal sensitivity^70^.

In conclusion, we found that biallelic inactivation of *Smarcb1* in the NC leads to the development of PNS and meningeal RTs, thus identifying the cell of origin for these RT subsets in an early NC population. We also defined an early spatio-temporal window during which *Smarcb1* loss results in malignant tumor formation and showed that biallelic *Nf2* loss is necessary and *Smarcb1* loss is dispensable for schwannoma formation. This mouse model developing schwannomas with the same underlying gene mutations found in schwannomatosis patients will prove invaluable for the study of other schwannomatosis-associated phenotypes, such as neuropathic pain.

## Methods

### Mice and genotyping

All mouse strains were maintained on FVB/N genetic background. Mice were monitored twice a week for 24 months or until a tumor or evidence of a tumor (paralysis, swelling, lethargy) was observed. All animal care and experimentation were performed with the approval of the Institutional Animal Care and Use Committees under protocol number HE1175-10-02. *Smarcb1* ^*del/+*^ mice were obtained by breeding *mGFAP-Cre;Smarcb1* ^*flox/+*^ males (expressing *Cre* in the germline, http://www.jax.org/strain/024098) with wild-type FVB females. *mGFAP-Cre;Smarcb1* ^*del/flox*^ mice were obtained by breeding *mGFAP-Cre;Smarcb1* ^*flox/+*^ males with *Smarcb1* ^*flox/flox*^ females. Mice were genotyped by PCR amplification of DNA extracted from tail biopsies using the primers cre-s1 (5′-ACA TGT TCA GGG ATC GCC AG-3′) and cre-a1 (5′-TAA CCA GTG AAA CAG CAT TGC-3′) for the *Cre* transgene, 407Fbis (5′-GGA AAA TCT AGA AAG CAC AAA TGA-3′) and 408R (5′-TGT AGT CTA GGC TGG GTG TG-3′) for the *Smarcb1* ^*WT*^ and *Smarcb1* ^*flox*^ alleles, 407Fbis and 416rbis (5′-CCT GGG GCA GCT CTC TAC A-3′) for the *Smarcb1* ^*del*^ allele, NF2Flox2-S (5′-CTT CCC AGA CAA GCA GGG TTC-3′) and NF2Flox2-A (5′-GAA GGC AGC TTC CTT AAG TC-3′) for the *Nf2* ^*WT*^ and *Nf2* ^*flox*^ alleles and Z1 (5′-GCG TTA CCC AAC TTA ATC G-3′) and Z2 (5′-TGT GAG CGA GTA ACA ACC-3′) for the *AZCL* transgene.

### Magnetic resonance imaging

Mice were anesthetized with isoflurane throughout the imaging procedure. Mice were inserted in the prone position into a small animal MRI scanner (PharmaScan 300; Bruker BioSpin Division, Billerica, MA, USA) 7 Tesla magnet using the 19-mm inner diameter transmit receive coil. ParaVision 4.0 scanner software (BRUKER BioSpin MRI GmbH, Ettlingen, Germany) was set to use Rapid Acquisition with Relaxation Enhancement (RARE) spin echo sequence for fast T2-weighted imaging (TE 50, TR 3000, RARE Factor 8) with a 256 × 256 in-plane matrix and a 2.56-cm field of view. After scanning, if needed, mice were gently warmed on a thermostatically controlled heating pad until awake enough to be returned to their home cage. MRI images were reconstructed at native resolution and analyzed with OsiriX (Open-Source Software for Navigating in Multidimensional DICOM Images) image analysis software packages.

### H&E staining, immunohistochemistry, X-gal staining and cell counting

Hematoxylin and eosin staining was performed on 3.5-µm-thick sections prepared from paraffin blocks of formalin-fixed tissues. Immunohistochemistry was performed on 9 *P0-CreC;Smarcb1* ^*flox/flox*^ representative tumors (3 tumors per histological pattern) and 7 representative schwannomas from *P0-CreC;Nf2* ^*flox/flox*^ mice (Fig. 3 and Supplementary Table 1). A standard protocol was used with primary antibodies incubated 1 h at room temperature: cytokeratin (1/500, Dako, M3515), FABP7 (1/1000, Abcam, ab32423), GFAP (1/3000, Dako, Z0334), Ki-67 (1/1000, BD Pharmingen, 556003), merlin (1/400, Cell Signaling Technology, #6995), neurofilament triplet proteins (1/500, Enzo Life Sciences, BML-NA1223), PGDS (1/1000, Santa Cruz Biotechnology, sc-14826), S100 (1/10000, Dako, Z0311), SMA (1/200, BioCare Medical, CME 305), SMARCB1 (1/200, BD Transduction Laboratories, 612110), vimentin (1/200, Cell Signaling Technology, #5741). Biotinylated secondary anti-rabbit, anti-mouse (Vector Laboratories, Burlingame, CA) or anti-goat (Dako) IgG antibodies were incubated 30 min at room temperature. Immunoreactivity was semi-quantitatively scored based on the percentage of positive tumor cells (few, foci or majority of positive cells) and the intensity of staining (weak, moderate or strong).

To assess cell proliferation, bromodeoxyuridine (50 mg/kg body weight) was administrated 4 h before dissection of the tissues. Incorporation of BrdU was then revealed by immunohistochemistry with BrdU antibody (Fitzgerald Industries International, 20-BS17) and secondary anti-sheep antibody (Jackson ImmunoResearch Laboratories, West Grove, PA).

For X-gal staining, tissues were frozen in OCT compound (Tissue-Tek, 4583) on dry ice. Frozen sections of 10 µm were fixed in 2% formaldehyde and 0.2% glutaraldehyde in 1X PBS for 10 min at room temperature. Fixed tissues were washed three times in 1X PBS, and incubated overnight at 37 °C in the staining solution (5 mM K_3_[Fe(CN)_6_], 5 mM K_4_[Fe(CN)_6_], 2 mM MgCl_2_ and 2 mg/ml X-gal in PBS). After staining, tissues were washed twice in 1× PBS and counterstained with Nuclear Fast Red for 1–2 min.

For DRG cell count, 5–12 DRGs of the cervical and/or thoracic spine were selected from 3–5 mice per genotype using a light microscope Axio Imager M1 (Zeiss). The region of interest (ROI) containing ganglion cells was manually demarcated on captured images of 20× magnification fields. The Axiovision software was used to determine the surface and the cells count in the ROI. All histopathological analysis was performed in blind under the guidance of an experienced pathologist.

### PCR

PCR amplification was performed on DNA extracted from multiple tissues using the primers cre-s1 and cre-a1 for the *Cre* transgene, 407Fbis and 408R for the *Smarcb1* ^*WT*^ and *Smarcb1* ^*flox*^ alleles, 407Fbis, 408R, and 416R (5′-GCC ACC AGC CAG ATG TCA TAC-3′) for the *Smarcb1* ^*flox*^ and *Smarcb1* ^*del*^ alleles in the tumors, Ini1DelAf (5′-AAG CAC AAA TGA GAG AAA ACG TA-3′) and Ini1DelBr (5′-TGC CAC CAG CCA GAT GTC A-3′) with Hotmaster Taq DNA polymerase for the *Smarcb1* ^*del*^ allele in the PCR for all the tissues.

### RNA-Seq and bioinformatics

RNA was isolated using the RiboPure kit (Life Technologies) according to manufacturer’s instructions. RNA Libraries were prepared using the TruSeq Stranded library preparation kit (Illumina) RNA after RiboZero treatment for removal of ribosomal RNAs. After library preparation, amplified double-stranded cDNA was fragmented into 125 bp (Covaris-S2, Woburn, MA) DNA fragments, which were (200 ng) end-repaired to generate blunt ends with 5′- phosphates and 3′- hydroxyls and adapters ligated. The purified cDNA library products were evaluated using the Agilent Bioanalyzer (Santa Rosa, CA) and diluted to 10 nM for cluster generation in situ on the HiSeq paired-end flow cell using the CBot automated cluster generation system. All samples were multiplexed into a single pool in order to avoid batch effects and sequenced using an Illumina HiSeq 4000 sequencer (Illumina, San Diego, CA) yielding between 52 and 90 million reads per sample. Quality control was performed on base qualities and nucleotide composition of sequences. Alignment to the M. musculus (mm10) refSeq (refFlat) reference gene annotation was performed using the STAR spliced read aligner with default parameters. Additional QC was performed after the alignment to examine: the level of mismatch rate, mapping rate to the whole genome, repeats, chromosomes, key transcriptomic regions (exons, introns, UTRs, genes), insert sizes, AT/GC dropout, transcript coverage and GC bias. Between 80 and 85% (average 83%) of the reads mapped uniquely to the mouse genome and only uniquely mapped reads were used for subsequent analyses. Total counts of read-fragments aligned to candidate gene regions were derived using HTSeq program (version 0.6.0, www.huber.embl.de/users/anders/HTSeq/doc/overview.html) with mouse mm10 refSeq (refFlat table) as a reference and used as a basis for the quantification of gene expression.

Microarray data from Johann et al.^43^ (GSE70678), Han et al.^30^ (GSE64019) and Ng et al.^44^ (GSE68627) was downloaded from GEO and normalized using the robust multiarray method (RMA). Gene symbols were used to match human and mouse transcripts and merge expression datasets after averaging multiple probes querying the same gene. Batch effects were corrected using ComBat and overall quantile normalization was performed across data sets.

Hierarchical clustering of the top most variable genes (as ranked by s.d.) was performed using the plotDendroAndColors function from the WGCNA package. Weighted Gene Co-expression Network Analysis (WGCNA) was conducted using the R package. Briefly, correlation coefficients were constructed between expression levels of genes, and a connectivity measure (topological overlap, TO) was calculated for each gene by summing the connection strength with other genes. Genes were then clustered based on their TO, and groups of co-expressed genes (modules) were identified. Each module was assigned a color, and the first principal component (eigengene) of a module was extracted from the module and considered to be representative of the gene expression profiles in a module. The phenotypic trait of interest is then regressed on the eigengene to examine whether there was a significant relationship between the module and the trait.

The optimal number of clusters was determined using the non-negative matrix factorization (NMF) method with the NMF R package, based on the top 5000 most variable genes with standard NMF algorithm method (brunet) performed on 10 runs. The optimal numbers of clusters have been defined based on the maximum cophenetic correlation score.

### Quantitative RT-PCR

Reverse transcription was performed with 1 µg of the same RNA samples used for RNA-Seq and the SuperScript IV VILO Master Mix (Life Technologies) following the manufacturer’s instructions. Gene expression levels were assessed by quantitative PCR using a QuantStudio 3 real-time PCR system (Applied Biosystems) and TaqMan gene expression assays: *Smarcb1* (Mm00448776_m1), *Ezh2* (Mm00468464_m1) and *Hprt* (Mm00446968_m1, Life Technologies). Relative expression was determined using the 2^−∆∆Ct^ method with *Hprt* expression as reference and normalized to a brain control sample.

### Western blot

Tissues were snap-frozen in liquid nitrogen and stored at −80 °C. Pulverized frozen tumor samples were lysed in radioimmunoprecipitation assay (RIPA) buffer and the total proteins were extracted, separated, and transferred using standard procedures. Antibodies were purchased from BD Transduction Laboratories: SMARCB1 (1/500, 612110); Cell Signaling Technology: Akt (1/2000, #9272), P-Akt (Ser473) (1/2000, #4060), CDK4 (1/2000, #2906), CDK6 (1/2000, #3136), Cyclin D1 (1/3000, #2926), merlin (1/1000, #6995), p27 (1/1000, #2552), P-Rb (1/1000, #8516), S6 (1/1000, #2317), P-S6 (Ser 235/236) (1/4000, #4858), 4E-BP1 (1/2000, #9452); Novus Biologicals: GAPDH (1/5000, NB300-221), PTCH1 (1/1000, MAB41051), RB1 (1/50, NB120-3077), SHH (1/500, AF464); R&D Systems: GLI-1 (1/1000, AF3455); Santa Cruz Biotechnology: p16 (1/3000, sc-1207) and Thermo Scientific: p21^WAF1^ (1/1000, MS-387-P0). All uncropped scans of western blots are provided in Supplementary Fig. 7.

### Statistical analysis

GraphPad Prism software version 5.0 (GraphPad Software, San Diego, CA) was used to perform statistical analysis and construct Kaplan–Meier survival curves. Mendelian birth incidence of mouse genotypes was examined using chi-square test. Differences in survival of mouse genotypes were analyzed by log-rank Mantel–Cox test. Two-tailed Student’s unpaired *t*-test was used to determine significance between groups unless otherwise indicated. The variance between the groups was not significantly different (F test). A *P* value of < 0.05 was considered statistically significant. Results of the significance tests are reported as follow: ns (non significant), *(*P* < 0.05), **(*P* < 0.01) and ***(*P* < 0.001). Error bars represent s.e.m.

### Data availability

The RNA-Sequencing data presented in this study have been deposited in NCBI Gene Expression Omnibus with the accession number GSE94082. All other data supporting the findings of this study are available in Supplementary Information Files and from the corresponding author upon reasonable request.

## Electronic supplementary material

Supplementary Information

Peer Review File

# Supplementary material for: Timing of Smarcb1 and Nf2 inactivation determines schwannoma versus rhabdoid tumor development
**Source:** Nat Commun. 2017 Aug 21;8:300. doi: 10.1038/s41467-017-00346-5
**Supplement:** Supplementary file 1 — Supplementary Information

### **Description of Supplementary Files**

File Name: Supplementary Information

Description: Supplementary Figures and Supplementary Table

File Name: Peer Review File

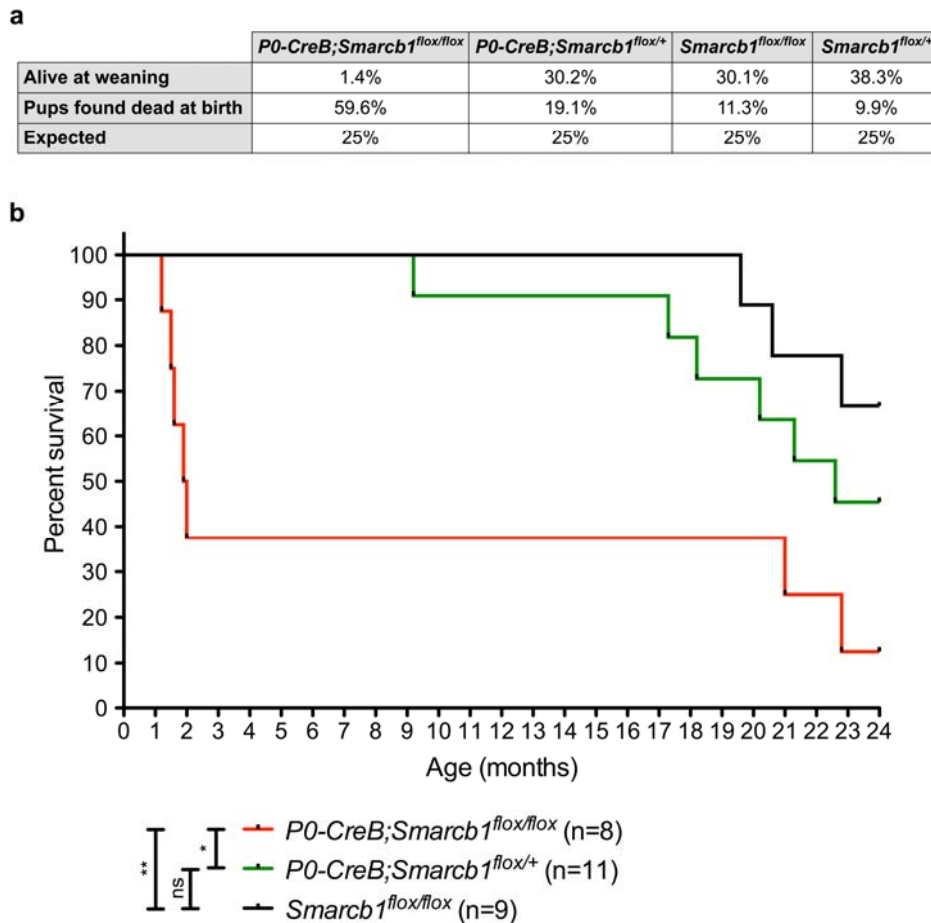

**Supplementary Figure 1. *P0-CreB;Smarchb1<sup>flox/flox</sup>* mice present a low viability and a survival median of 2 months of age.** (a) Genotype distribution of mice at 3 weeks of age (n=569) or from pups found dead at birth (n=141) born from crossings of *P0-CreB;Smarchb1<sup>flox/+</sup>* and *Smarchb1<sup>flox/flox</sup>* mice. (b) Kaplan-Meier curve representing the percent survival of *P0-CreB;Smarchb1<sup>flox/flox</sup>* (n=8, median survival = 2 months), *P0-CreB;Smarchb1<sup>flox/+</sup>* (n=11, median survival = 22.6 months) and *Smarchb1<sup>flox/flox</sup>* (n=9, median survival >24 months) mice versus age in months. ns (non significant), \* (p<0.05), \*\* (p<0.01); log-rank (Mantel-Cox) test.

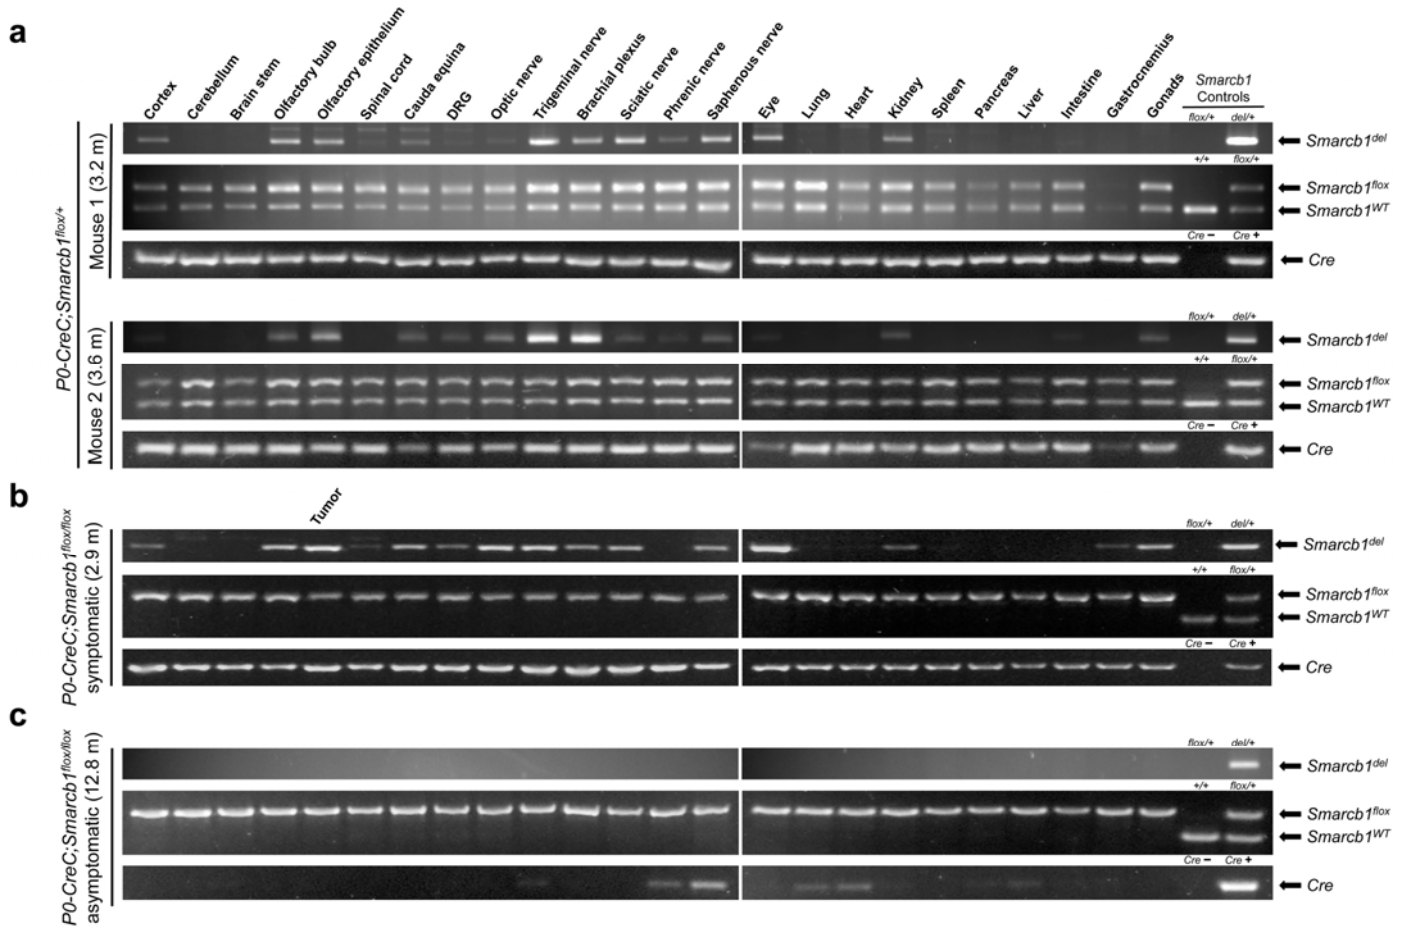

**Supplementary Figure 2. Correlation of tumor location and Cre recombinase activity.** (a) Detection of deleted *Smarcb1* allele in *P0-CreC;Smarcb1<sup>flox/+</sup>* mice correlated with tumor location in *P0-CreC;Smarcb1<sup>flox/flox</sup>* mice. Note that tissue-specific variability between the two different *P0-CreC;Smarcb1<sup>flox/+</sup>* mice explains interindividual variability of tumor location. (b,c) Detection of deleted, floxed and wild type (WT) *Smarcb1* alleles and *Cre* allele in various tissues of a young symptomatic *P0-CreC;Smarcb1<sup>flox/flox</sup>* mouse (b) and an asymptomatic *P0-CreC;Smarcb1<sup>flox/flox</sup>* mouse over 12 months of age (c). In (b), the olfactory epithelium tissue was replaced by the tumor tissue dissected from the nasal cavities.

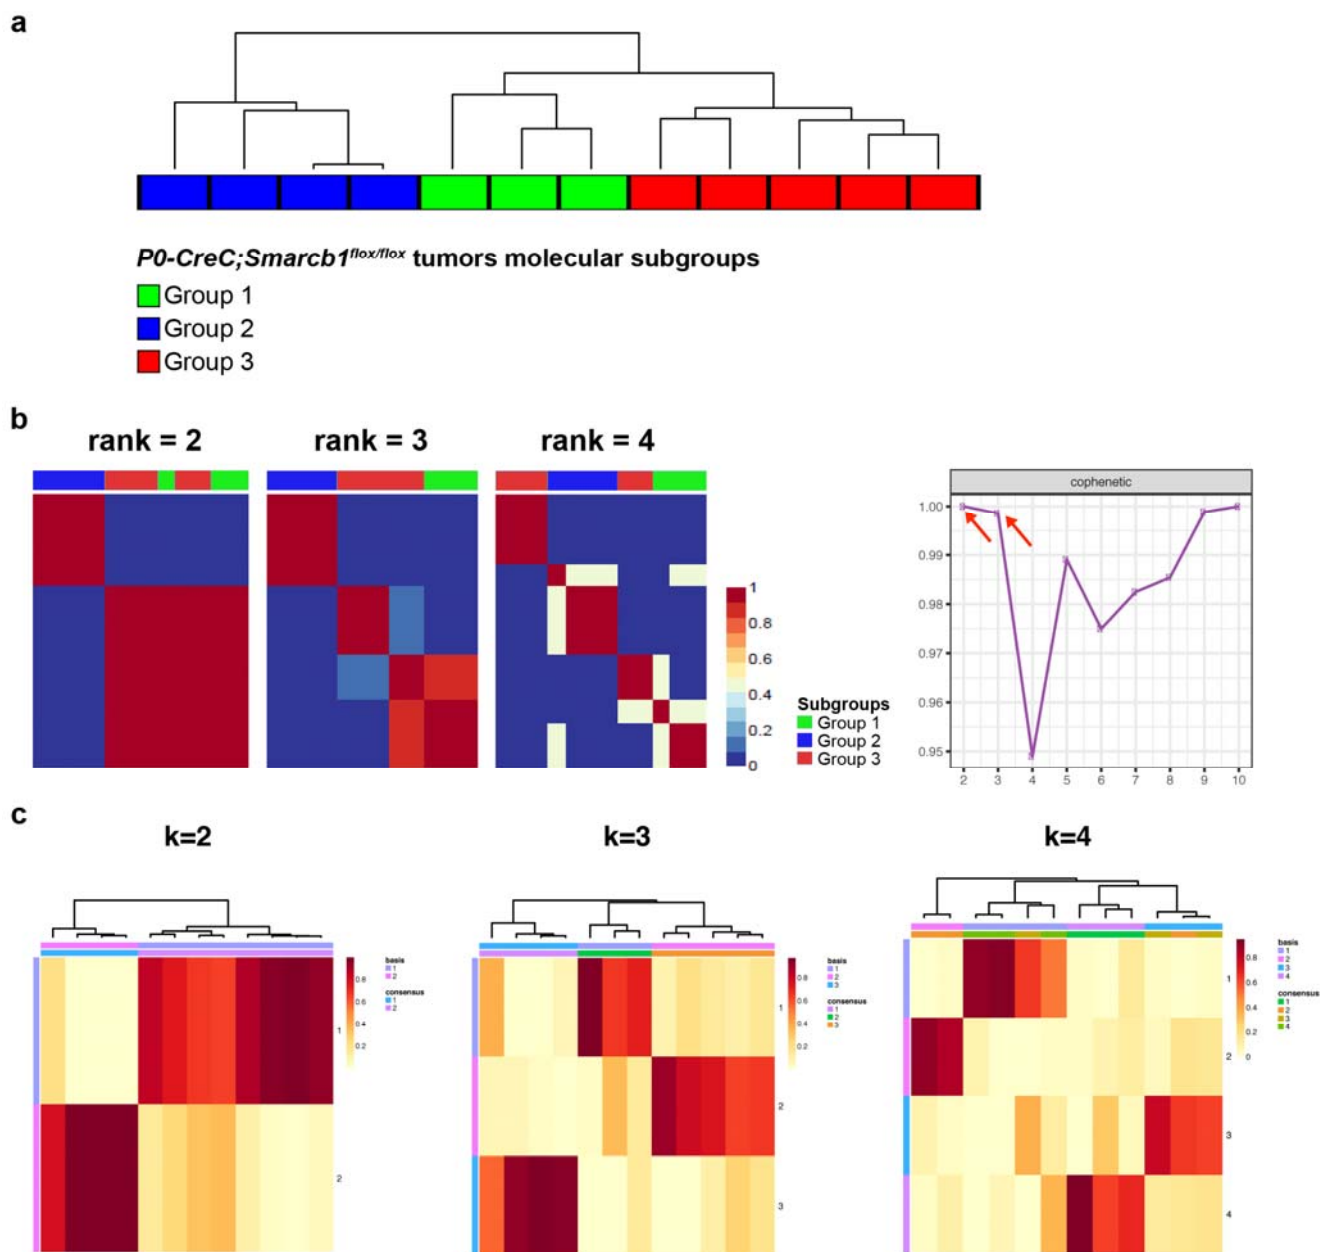

**Supplementary Figure 3. Determination of the number of clusters for *P0-CreC;Smarchb1<sup>flox/flox</sup>* RTs.**

(a) Unsupervised hierarchical clustering based on the top 5000 most variable transcripts showed the clustering of 12 RTs from *P0-CreC;Smarchb1<sup>flox/flox</sup>* mice in three molecular subgroups. (b) Consensus matrices using the non-negative matrix factorization (NMF) method for ranks 2 to 4. Based on the maximum cophenetic correlation score, the optimal numbers of clusters is 2 or 3 (arrows). (c) Resulting heatmaps of the mixture coefficient matrices for k=2, k=3, and k=4.

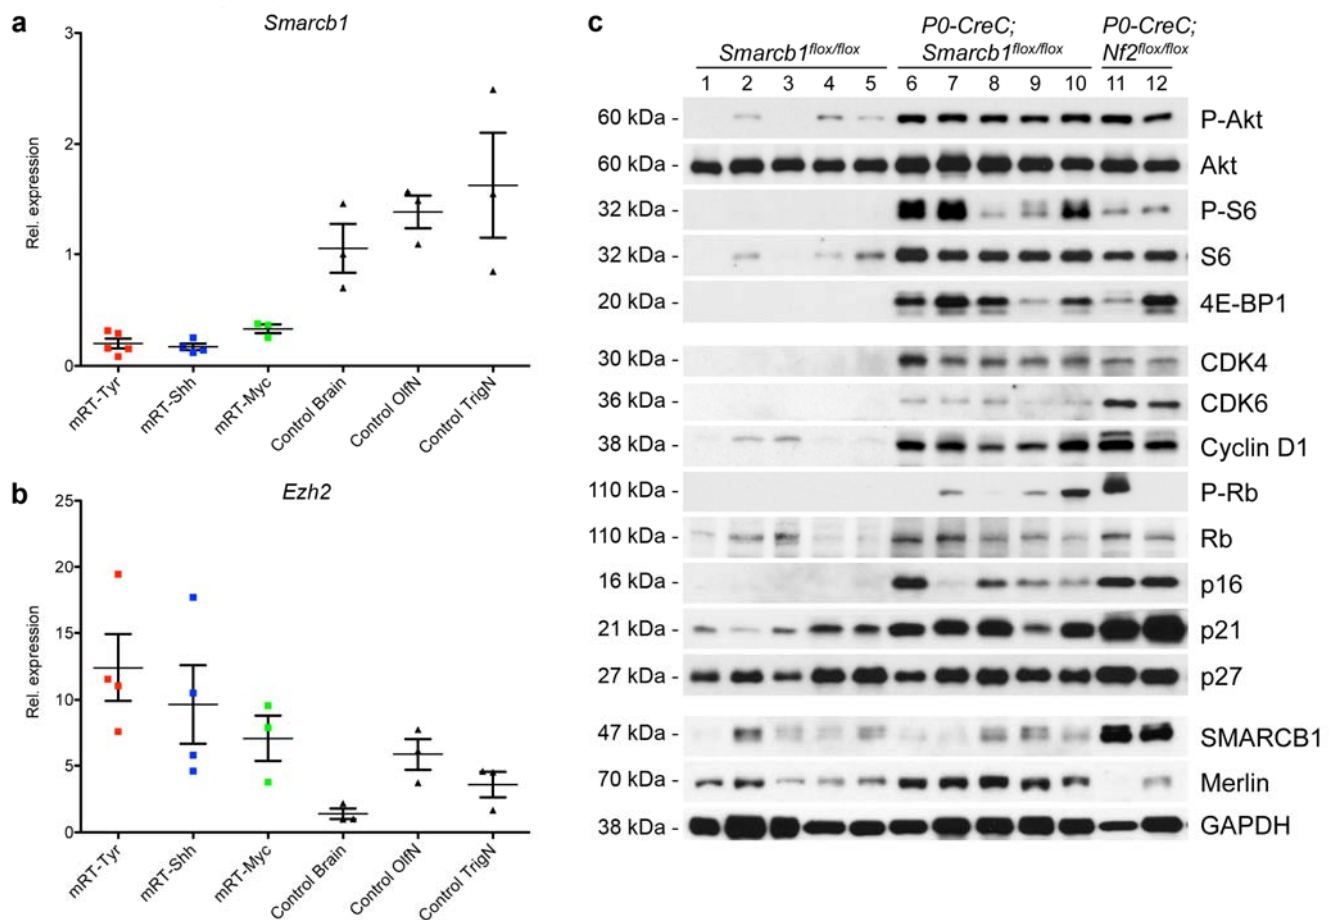

**Supplementary Figure 4. Molecular analysis of RT from *P0-CreC;Smarchb1*<sup>flox/flox</sup> mice.** (a,b) Relative expression level of *Smarchb1* (a) and *Ezh2* (b) in the three RT molecular subgroups and in control brain, olfactory (OlfN) and trigeminal (TrigN) nerves samples. Values represent mean  $\pm$  s.e.m., each dot represent one tumor sample (c) Western blot showing protein level of tumors from *P0-CreC;Smarchb1*<sup>flox/flox</sup> mice located in the trigeminal (samples 6 and 7), olfactory (samples 8 and 9) or oculomotor nerves (sample 10) are compared to cortex (sample 1), olfactory bulbs (samples 2 and 3) and trigeminal nerves (samples 4 and 5) from *Smarchb1*<sup>flox/flox</sup> mice and schwannomas (samples 11 and 12) from *P0-CreC;Nf2*<sup>flox/flox</sup> mice. The same amount of protein (in  $\mu$ g) was loaded for each sample. The western blot shows activation of the Akt/mTOR and retinoblastoma signaling pathways in the tumors from *P0-CreC;Smarchb1*<sup>flox/flox</sup> mice. All uncropped scans of western blots are provided in Supplementary Fig. 7.

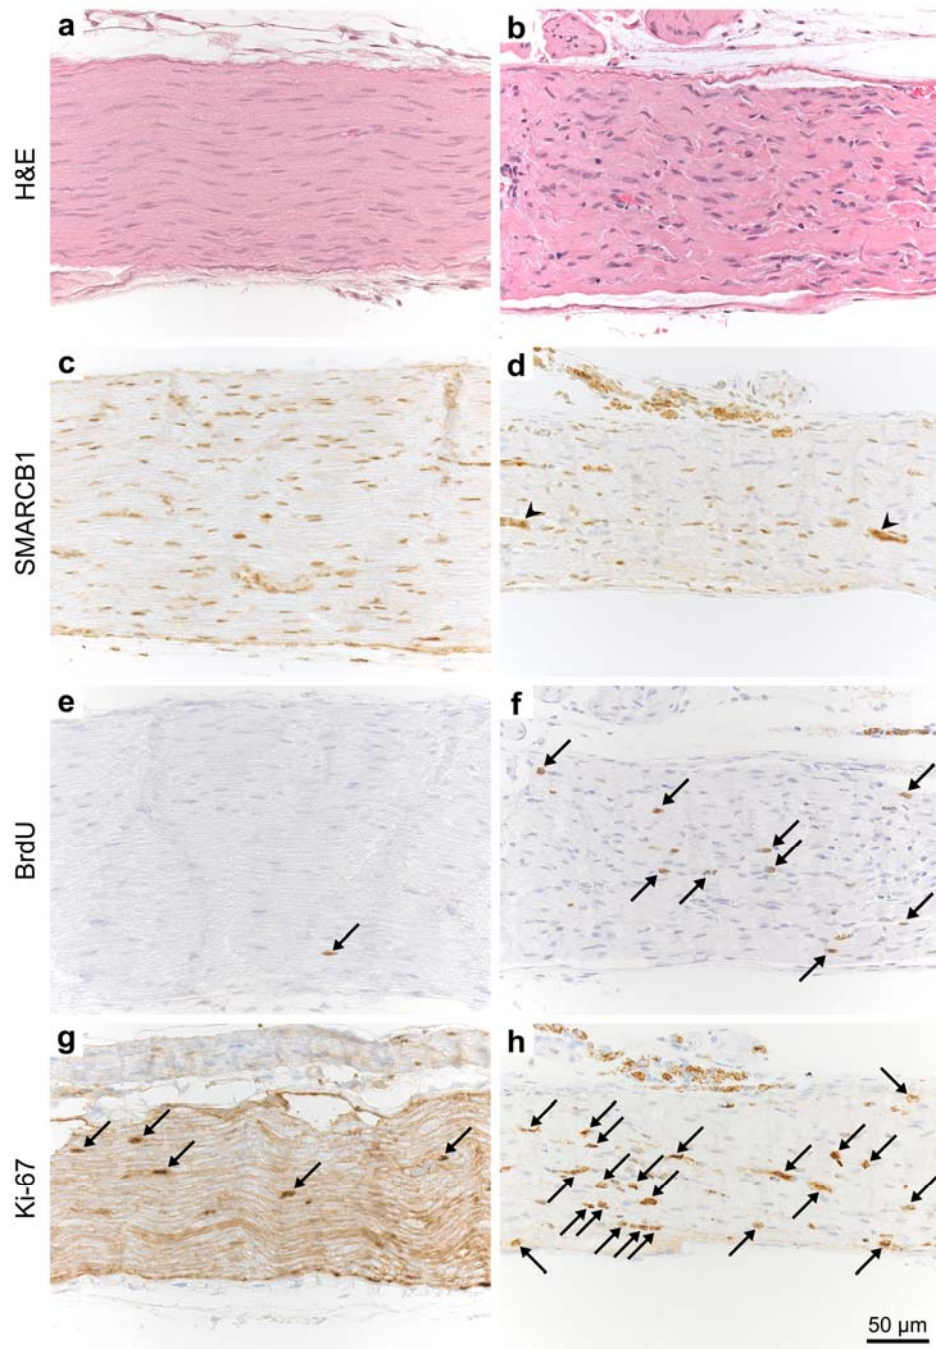

**Supplementary Figure 5. *DHH-Cre;Smarchb1<sup>lox/lox</sup>* mice reveal alteration of myelination and increased proliferation in sciatic nerves.** (a,b) Hematoxylin and eosin staining shows disorganization of myelination in sciatic nerve from *DHH-Cre;Smarchb1<sup>lox/lox</sup>* mice (b) compared to an age-matched *Smarchb1<sup>lox/lox</sup>* control mouse (a). (c,d) SMARCB1 immunohistochemistry shows that most of the cells are SMARCB1 deficient in *DHH-Cre;Smarchb1<sup>lox/lox</sup>* sciatic nerve (d), except endothelial cells (arrowheads). (e,f) BrdU staining shows increased number of proliferating cells (arrows) in sciatic nerve from *DHH-Cre;Smarchb1<sup>lox/lox</sup>* mice (f,  $7.9 \pm 1.2\%$ ) compared to control (e,  $0.8 \pm 0.5\%$ ). (g,h) Ki-67 staining demonstrates an increased number of positive nuclei (arrows) in the sciatic nerve from *DHH-Cre;Smarchb1<sup>lox/lox</sup>* mice (h,  $15.4 \pm 4.1\%$ ) compared to control (g,  $2.1 \pm 0.8\%$ ).

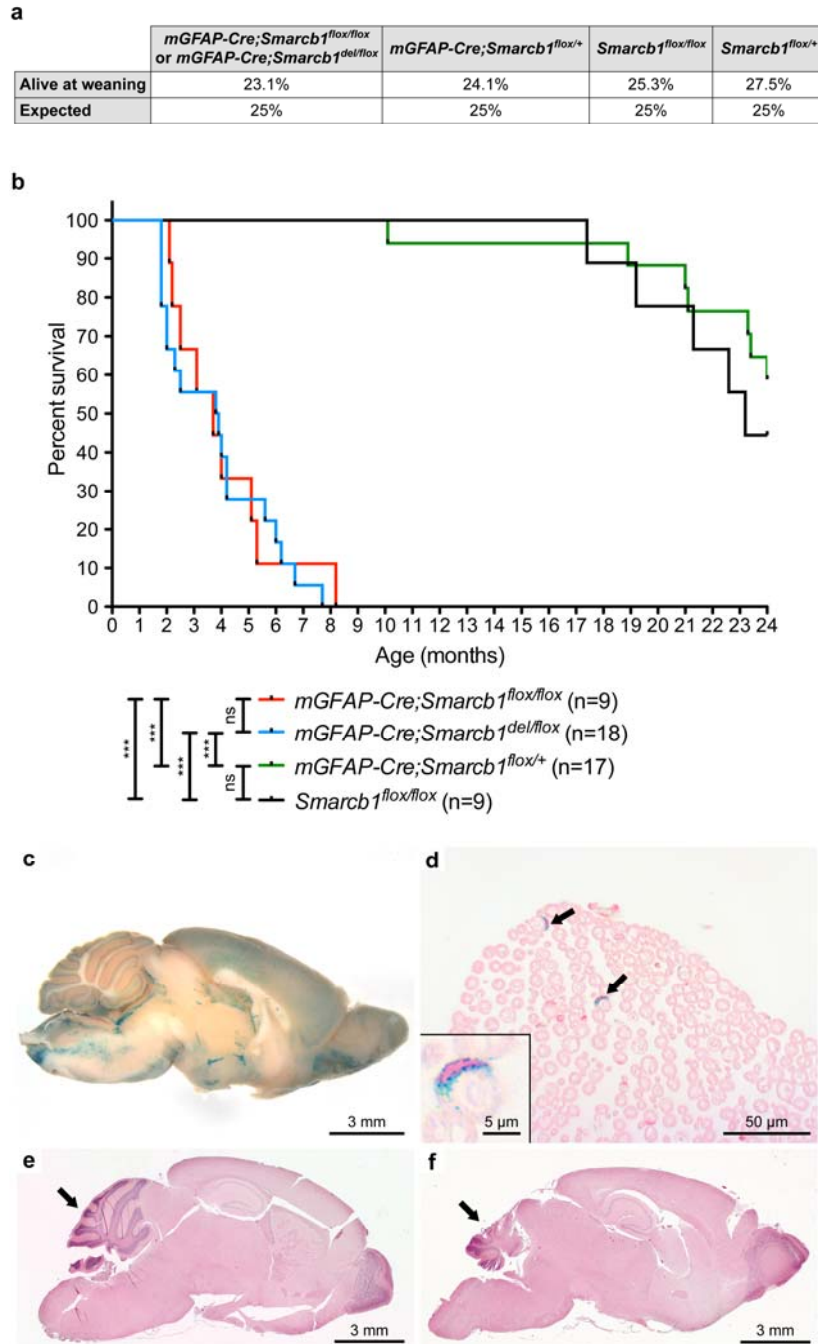

**Supplementary Figure 6. *mGFAP-Cre;Smarchb1<sup>flox/flox</sup>* mice develop severe motor deficits and ataxia phenotype.** (a) Genotype distribution of mice at 3 weeks of age (n=229) from crossings of *mGFAP-Cre;Smarchb1<sup>flox/+</sup>* and *Smarchb1<sup>flox/flox</sup>* mice. *mGFAP-Cre;Smarchb1<sup>flox/flox</sup>* and *mGFAP-Cre;Smarchb1<sup>del/flox</sup>* mice were phenotypically indistinguishable and obtained at the expected Mendelian ratio (23.1% vs. 25%, non-statistically significant difference). (b) Kaplan-Meier curve representing the percent survival of *mGFAP-Cre;Smarchb1<sup>flox/flox</sup>* (n=9, median survival = 3.7 months), *mGFAP-Cre;Smarchb1<sup>del/flox</sup>* (n=18, median survival = 3.8 months), *mGFAP-Cre;Smarchb1<sup>flox/+</sup>* (n=17, median survival = 23.2 months) and *Smarchb1<sup>flox/flox</sup>* (n=9, median survival >24 months) mice versus age in months. (c) X-gal staining of a whole brain from a *mGFAP-Cre;AZCL* mouse shows *Cre* activation throughout the brain. (d) X-gal staining of a spinal nerve root section from a *mGFAP-Cre;AZCL* mouse demonstrating *Cre* activity in SCs (arrows). (e,f) Hematoxylin and eosin staining of brain sections shows the hypoplastic cerebellum (arrow) of a *mGFAP-Cre;Smarchb1<sup>flox/flox</sup>* affected mouse (f) compared to a *Smarchb1<sup>flox/flox</sup>* control mouse (e). ns (non significant), \*\*\* (p<0.001); log-rank (Mantel-Cox) test.

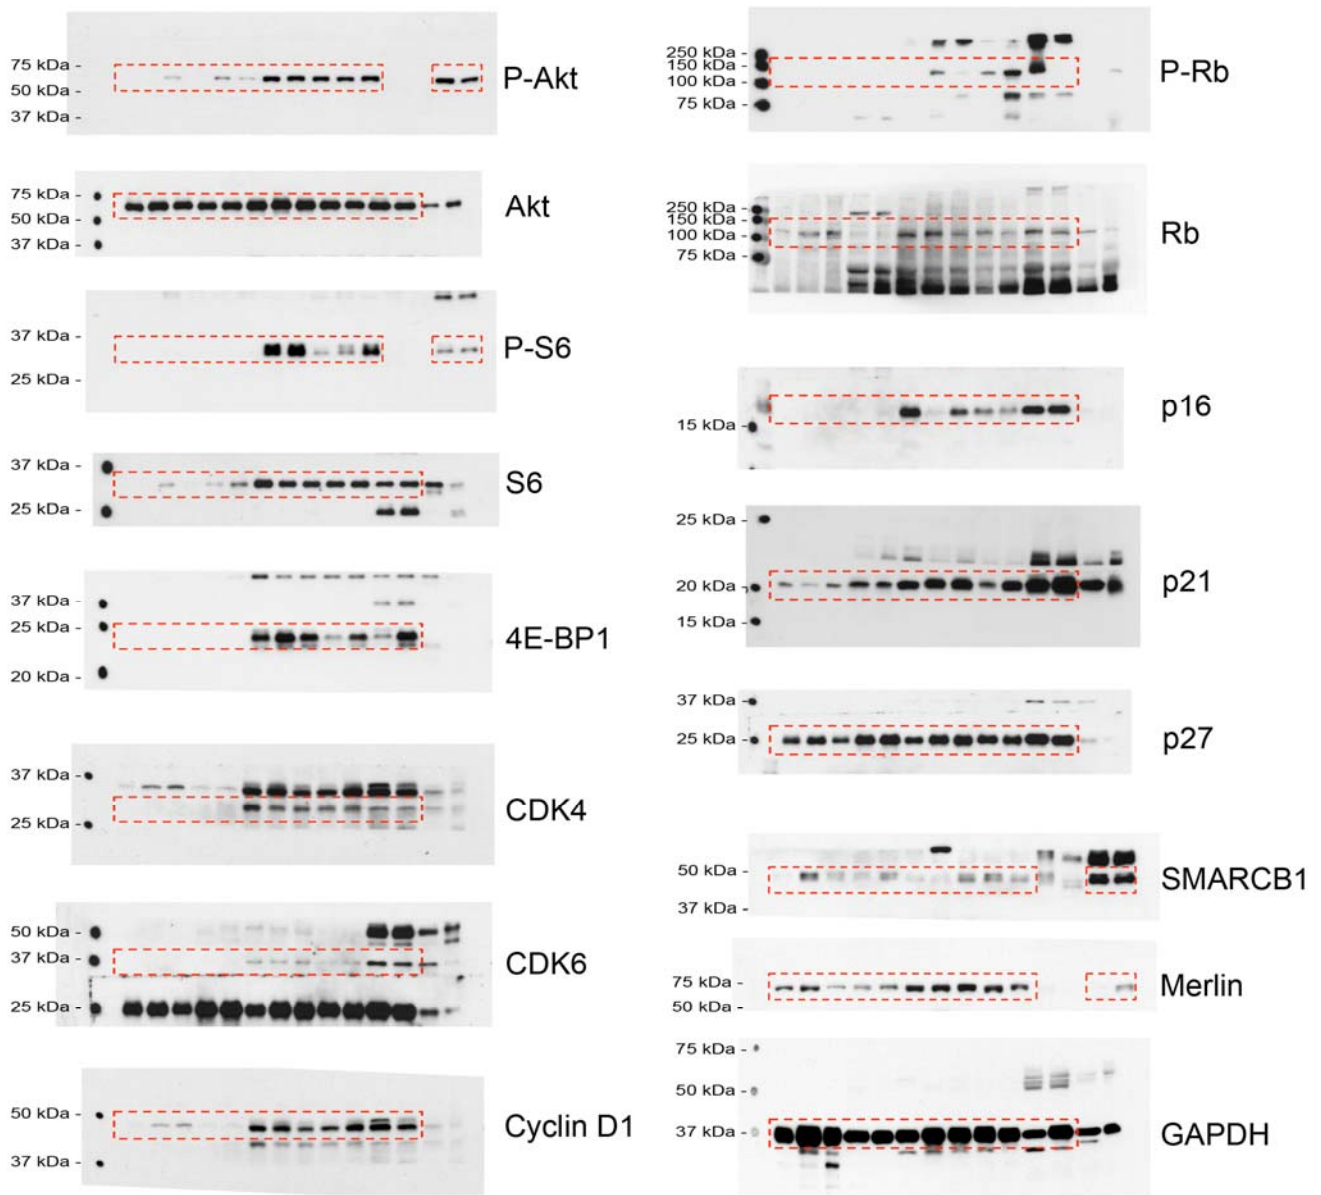

**Supplementary Figure 7: Uncropped scans of western blots included in Supplementary Fig. 4. The cropped regions are indicated by red boxes.**

|                                   | <i>P0-CreC;Smarchb1<sup>flox/flox</sup></i> (Rhabdoid tumors) |      |      |          |     |     |             | <i>P0-CreC;Nf2<sup>flox/flox</sup></i> (Schwannomas) |      |      |
|-----------------------------------|---------------------------------------------------------------|------|------|----------|-----|-----|-------------|------------------------------------------------------|------|------|
|                                   | FABP7                                                         | GFAP | S100 | Vimentin | SMA | NF  | Cytokeratin | FABP7                                                | GFAP | S100 |
| Strong/majority of positive cells | 7/9                                                           | 0/9  | 0/9  | 6/9      | 2/9 | 0/9 | 0/9         | 3/7                                                  | 1/7  | 6/7  |
| Moderate/foci of positive cells   | 2/9                                                           | 1/9  | 0/9  | 3/9      | 4/9 | 0/9 | 0/9         | 4/7                                                  | 4/7  | 1/7  |
| Weak/few positive cells           | 0/9                                                           | 0/9  | 3/9  | 0/9      | 3/9 | 0/9 | 0/9         | 0/7                                                  | 2/7  | 0/7  |
| No staining                       | 0/9                                                           | 8/9  | 6/9  | 0/9      | 0/9 | 9/9 | 9/9         | 0/7                                                  | 0/7  | 0/7  |

Supplementary Table 1. Immunohistochemical analysis of RTs from *P0-CreC;Smarchb1<sup>flox/flox</sup>* mice (n=9) and schwannomas from *P0-CreC;Nf2<sup>flox/flox</sup>* mice (n=7).

How the deposited data were processed for this re-analysis (not part of the article)

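RNA of 12 rhabdoid tumors of P0-CreC;Smarcb1flox/flox mice was analysed, 4 from the oculomotor nerve, 3 from the maxillary nerve, 3 from the meninges and 1 each from the vestibulocochlear and trigeminal nerves. The authors deposited 1 RPKM value per gene and tumor. Before that, they aligned the reads to mm10 with STAR, kept uniquely mapped reads and counted fragments on RefSeq genes with HTSeq. The Fig. 4 legend scales RPKM to the transcript length and to the mapped reads. Which transcript length per gene and which set of mapped reads were used is not stated. Among the gene rows, 27 carry a date in place of a symbol, as spreadsheet programs write some gene names. These rows were kept in analyses over all genes and never named.

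The analysis had been designed for counts, and the files turned out to hold RPKM. The count-based tests of the design were therefore replaced by limma on log2(RPKM + 1) with a trended and robust prior variance, and the count filter by a minimum of 1 RPKM in at least 3 of the fitted tumors (2 for the comparison of the vestibulocochlear and trigeminal tumors with the oculomotor tumors). Alternatives that need counts or a gene length of choice were not run. Fold changes are on the log2(RPKM + 1) scale, which understates changes of genes with low values. Fragment totals were recovered from the steps between low RPKM values, since 1 fragment of a gene is worth a fixed RPKM in a tumor. With lengths from GENCODE M21 on GRCm38, the same build as mm10, the totals were 13206168 to 57128422 per tumor (median 27929720), and for 4340 genes 1 annotated length made all 12 values whole numbers of fragments. Fragment numbers and the RPKM worth 3 fragments are given at the smallest gene length that makes a gene's 12 values whole. Positions are from GENCODE M21.

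The tests were limma 3.58.1 in R 4.3.3 with Benjamini-Hochberg adjustment at 0.05, and permutation tests. The permutation tests used 100000 resamples for the subunit difference and the correlations across the 12 tumors. The others were exact. In simulated data with 200 changed genes, the limma script recovered 89% of them, and 6.3% of the genes it called were unchanged. All planted changes were large, of the same size and in the meninges tumors only, with independent noise. How many smaller changes the fits would find was not tested, so few or no genes in a fit does not exclude them. The recovery of fragment totals, the chi-square, the clustering and the factorization were also tested on simulated data. Clustering, distances and non-negative matrix factorization used the 5000 most variable genes and were written in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The factorization was a re-implementation of the Brunet algorithm, with 10 runs for ranks 2 to 10. Its stopping rule and its limit on iterations were set for the re-analysis and may differ from those of the paper's package. Clusters were never used as groups in a test. Subgroup statements were computed under all 54 assignments that the location bar of Fig. 4a allows, and none was chosen.

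The genes named in the text are those the paper names for its RNA sequencing, RT-PCR, staining and blots, marker genes listed before the files arrived, and up to 5 genes with the largest spread between location means among those past the threshold whose values in 1 location lie above both others (4 genes met this). The pseudocount, filter, number of genes, distance, linkage, normalization, fitted tumors and threshold were varied, and tumors were left out in turn. Human tumors, the other mouse models and the co-expression network were not analysed here.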

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

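Within the 4 oculomotor tumors, 26 results were screened for a tumor far from the others, and 6 were flagged, where about 1 in 20, or 1.3, is what chance gives. The gap of the farthest tumor, as a share of the group's range, was 0.874 for Trpm3, 0.831 for Actl6a, 0.893 for Phf10, 0.908 for Dlx5, 0.881 for Dlx6 and 0.884 for Mycn. The muscle, glia and Xist signals below were flagged by a spread of more than 2 log2 units, a cut-off set after these values had been seen. The far tumor was oculomotor tumor 4 for Mycn (2.45 RPKM) and oculomotor tumor 3 for the other genes, lowest in Actl6a and Phf10 and highest in the others. Several explanations for oculomotor tumor 3 were tested, all after its values had been seen. It has the largest fragment total. Its 17649 genes above 0 lay within the range of the other oculomotor tumors, 17624 to 18049. Its 14178 genes at 1 RPKM were the most of the 4 tumors. These numbers do not test whether depth moved the flagged genes, so depth stays open. Its secretory gland score of 3.38 (mean log2(RPKM + 1) of Bhlha15, Aqp5 and Amy1) was the highest of the 12 tumors. RNA from gland tissue near the orbit is therefore a candidate source, although this score had been seen before the prediction. Aqp5 alone was higher in maxillary tumors 2 and 3. Gland tissue is not the only candidate. In oculomotor tumor 3, Gfap (128.1 RPKM) and Aqp4 (120.9 RPKM) were also far above the other oculomotor tumors (at most 13.3 and 2.8). The glia genes Mog and Mag were not. Krt8 and Krt19 were the highest of the 12 tumors, and Mki67 and Ezh2 the lowest. Sources other than gland were not tested. The nearest profile of oculomotor tumor 3 was that of the trigeminal tumor, at a distance of 0.293. Both carry the same first part of the tumor identifier, and a mislabelled sample or a shared origin cannot be told apart from the other explanations. No biological explanation was tested.

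Skeletal muscle genes, which the paper does not discuss, were 2.55 log2 units higher in maxillary tumor 2 than in the median tumor (Acta1 at 195.5 RPKM against a median of 6.0). If muscle at the site of the tumor were the source, the score might differ between locations. It did not by an exact permutation test over 3 locations (p = 0.465), with few tumors in each, and the question stays open. The prediction was made after part of the values had been seen.

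Brain glia genes were 2.22 log2 units higher in meninges tumor 3 than in the median tumor. Their score rose with the neuron score over the 12 tumors (Pearson's r = 0.852, permutation p = 0.00063, adjusted p = 0.0016 over 5 relations; Spearman's rho = 0.825, permutation p = 0.0015; r = 0.710 and permutation p = 0.027 without the 2 tumors farthest from the median). RNA from neural tissue around the tumor may therefore contribute. Tumor cells that express glial and neuronal genes together would give the same relation, and the test, planned after part of the values had been seen, does not separate these explanations. The labels give no batches within which to repeat it.

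Xist was 5.60 log2 units higher in meninges tumor 1 than in the median tumor. The paper does not give the sex of the sequenced mice. Xist reached 10 RPKM, a cut-off set after its values had been seen, in 5 tumors and the Y-linked Ddx3y reached 1 RPKM in 7, with 0 tumors showing both or neither (the test of the sex of the mouse, predicted after the values had been seen). The sex of the mouse is a candidate explanation, and other explanations were not tested.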

How the results depend on the processing

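The alternatives were fixed before the processed files arrived, except those marked here as chosen after seeing the data. Of 160 rows, 117 were labelled unchanged, 27 moved, 13 became weaker (all single genes of the location test), 3 became stronger and 0 reversed. The label unchanged allows for shifts in value, such as a location distance of 0.022 or 0.118 against 0.055 in the main setting. The clustering overlap stayed between 9 and 11 tumors, although the clusters themselves changed in several settings. The subunit difference stayed positive in all 12 tumors. Over the 54 assignments, Trpm3 ranged from 48 to 54, Hdgfrp3 from 36 to 40 and Loxl4 from 33 to 37.

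The number of genes differing between locations was 6. It was 10 without a filter, and, with alternatives chosen after seeing the data, 2 when every fitted tumor had to reach 1 RPKM and 14 without the trend in the prior variance. It ranged from 0 to 198 over the 10 fits that each left out 1 tumor. The fit without maxillary tumor 1, which leaves the 2 most similar tumors as the whole group, gave 198, and a smaller spread within the group could explain the rise. For the vestibulocochlear and trigeminal tumors against the oculomotor tumors, the number was 0 in the main fit and 1 with all 12 tumors in the fit. It was 22 without oculomotor tumor 3 and 0 without any other single oculomotor tumor. Without the vestibulocochlear or the trigeminal tumor, 1 tumor is left on that side, so no number is drawn from those fits. Oculomotor tumor 3 shares the first part of its identifier with the trigeminal tumor on the other side of this comparison.

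The distance between minus within locations was 0.055, and from 0.022 to 0.088 with 1 tumor left out, past the threshold in 3 of those fits (without oculomotor tumor 1, oculomotor tumor 3 or maxillary tumor 1). The location tests treat tumors that share the first part of the identifier as independent. With the closest maxillary pair averaged, chosen after seeing the data, it was 0.024 (exact permutation test, p = 0.168).

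The cophenetic correlation moved to 0.998 at rank 2 and 0.922 at rank 4 with 1000 genes. Without the log, chosen after seeing the data, it was 1 at rank 2, 0.968 at rank 3 and 0.910 at rank 4. The number of assignments with the marker's subgroup highest moved with the median in place of the mean from 13 to 27 for Tyr, 27 to 48 for Mycn and 6 to 15 for Hotair. It was 11 for Hotair with pseudocount 0.1, and 0 for Tyr and Hotair with quantile normalization, chosen after seeing the data. Tyr and Hotair rest on a median of 2.5 fragments, which limits any statement on them. At 5 RPKM in place of 1, the number of tumors changed to 0 for Dlx5 and Dlx6, 3 for Msx1 and 4 for Ebf1.

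The count-based alternatives (other count models, voom, variance stabilization, count filters and size factors) and the longest transcript as gene length were not run, because the files hold RPKM. No time was measured for them. log2(RPKM + 1), listed as an alternative for the clustering, became the main scale. The groups share no replicate numbers in the labels. The replicate block was not run because the running numbers within a location have no meaning across locations.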

Differences from the paper's values

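The paper gives a depth per sample, in units of 1e6 reads, from 52 to 90. The totals behind the RPKM values, in units of 1e6 fragments, were 13.21 to 57.13. They are not the same quantity, and no alternative applies to them.

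The smallest of 3 clusters held 1 tumor, where the paper's smallest subgroup, mRT-Myc, has 3. The paper assigned these subgroups from a clustering together with human tumors, so the sizes are not directly comparable. With 1000 or 2000 genes the smallest cluster held 3, the paper's value, and with Ward linkage 2. With 10000 genes, Euclidean distance, Spearman's rho, complete linkage, a pseudocount of 0.1 or without the sex genes it was 1, as with quantile normalization, chosen after seeing the data.

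The cophenetic correlation was 0.982 at rank 2, against about 1.0 in Supplementary Fig. 3b, read by eye, and 0.985 at rank 4, against about 0.95. The factorization was a re-implementation whose stopping rule was not varied, so an effect of that rule on these differences is not excluded. With 50 runs, rank 2 was 0.988 and rank 4 was 0.983. With 1000 genes, rank 2 was 0.998 and rank 4 was 0.922, below the paper's value. Values of RPKM without the log, chosen after seeing the data, gave 1 at rank 2 and 0.910 at rank 4. Rank 3, at 0.991 in the main setting against about 1.0 in the paper, was lower under these alternatives. It was 0.977 with 50 runs, 0.981 with 1000 genes and 0.968 without the log. In the paper, ranks 2 and 3 score highest among the low ranks, while here rank 5 was at 0.991, level with rank 3.

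The paper states that the nBAF subunit genes are not expressed, while Ss18l1 was at 1.72 RPKM or more in all 12 tumors and Dpf1 reached 1 RPKM in 7. The paper reports robust expression of genes of the neural plate border module. Zic1 reached 1 RPKM in 11 of the 12 tumors and Msx1 in 7, while Dlx5, Dlx6 and Gbx2 each did so in 3.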

Other observations

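As many genes as the 6 that differed between locations were found in 8 of the 100 splits of the 10 tumors into groups of 4, 3 and 3, the real one included, a prediction made before the fit. The other splits gave a median of 0 genes and a highest number of 189. The count was thus above that of most arbitrary splits but within their range. Fragment totals did not differ detectably between the locations (exact permutation test, p = 0.240).

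Maxillary tumors 2 and 3 had the closest profiles of all 66 pairs, at a distance of 0.036. Their fragment numbers differed far more than 2 draws from 1 library would (chi-square of 24.9 per degree of freedom, predicted before it was computed but after the correlation had been seen). They carry the same first part of the tumor identifier, as do 2 other pairs of tumors, and neither the labels nor the paper say what it stands for. Over all 3 pairs the mean distance was 0.194 against 0.338 for other pairs (exact permutation test, p = 0.010). Without the maxillary pair it was 0.274 against 0.316 (exact permutation test, p = 0.219). With 2 pairs left, that test cannot tell whether the relation extends beyond the maxillary pair. A shared animal or litter may explain it, and remains untested, since this prediction was made after the distances had been seen.

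In the 12 tumors, Smarcb1 (chromosome 10, 75896769 to 75921617, GRCm38) was between 1.70 and 6.31 RPKM, from 70 to 447 fragments, and Ezh2 between 5.22 and 25.6 RPKM. The files hold no control tissue, while the paper measured both genes by RT-PCR in the same RNA, beside control brain and nerves. Whether Smarcb1 RNA may come from other cells was tested, after part of the values had been seen. Across the 12 tumors, Smarcb1 rose with the leukocyte score (Pearson's r = 0.625, permutation p = 0.030, adjusted p = 0.051 over 5 relations; Spearman's rho = 0.573, permutation p = 0.055), and without the 2 tumors farthest from the median r was 0.577 (permutation p = 0.080). For the endothelium score r was 0.482 (permutation p = 0.111, adjusted p = 0.138; Spearman's rho = 0.455, permutation p = 0.141; r = 0.431 and permutation p = 0.214 without the 2 farthest). Neither relation passes the correction, and neither can be excluded. In the paper's staining, tumor cells lost SMARCB1 while inflammatory and endothelial cells within the tumors kept it. The correlations over 12 tumors do not test that observation. The labels give no batches.

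Some genes behind the paper's staining had high RNA in part of the tumors. The paper found no cytokeratin or neurofilament staining, and no S100 or GFAP staining in tumor cells. It stained representative tumors that are not said to be those sequenced. RNA of a whole tumor and protein in its tumor cells are different measures, so the values below do not contradict the staining. Gfap ranged from 0.31 to 259.8 RPKM (median 19.8) and S100b from 0.59 to 32.5 (median 7.3). Krt8 reached 128.6 RPKM (median 38.9) and Krt18 407.8 (median 19.7). Nefl reached 411.7 RPKM in maxillary tumor 2 and 334.8 in maxillary tumor 3 against a median of 6.3. Fabp7 ranged from 0.06 to 44.8 RPKM and Vim from 114.0 to 3000.8. Gfap rose with the neuron score (Pearson's r = 0.891, permutation p = 0.00011, adjusted p = 0.00055 over 5 relations; Spearman's rho = 0.874, permutation p = 0.00048; r = 0.851 and permutation p = 0.0044 without the 2 farthest tumors). RNA from neural tissue around the tumor may contribute, and tumor cells expressing both would give the same relation. That prediction was made after part of the values had been seen.

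Tyr did not rise detectably with the score of pigment cell and retinal pigment epithelium genes (Pearson's r = -0.029, permutation p = 0.934, adjusted p = 0.934 over 5 relations). Spearman's rho was 0.305 (permutation p = 0.333). Without the 2 farthest tumors, r was 0.066 (permutation p = 0.866). The test was planned after part of the values had been seen. Tyr was above 0 in 7 of the 12 tumors, with a median of 2.5 fragments. At this level the test cannot decide whether pigment cells contribute.

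The globin genes Hba-a1, Hba-a2, Hbb-bs and Hbb-bt were at 0 in all 12 tumors, while Alas2, also expressed in red blood cells, was between 2.34 and 11.5 RPKM.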
